# Waves of sumoylation support transcription dynamics during adipocyte differentiation

**DOI:** 10.1093/nar/gkac027

**Published:** 2022-01-31

**Authors:** Xu Zhao, Ivo A Hendriks, Stéphanie Le Gras, Tao Ye, Lucía Ramos-Alonso, Aurélie Nguéa P, Guro Flor Lien, Fatemeh Ghasemi, Arne Klungland, Bernard Jost, Jorrit M Enserink, Michael L Nielsen, Pierre Chymkowitch

## Abstract

Tight control of gene expression networks required for adipose tissue formation and plasticity is essential for adaptation to energy needs and environmental cues. However, the mechanisms that orchestrate the global and dramatic transcriptional changes leading to adipocyte differentiation remain to be fully unraveled. We investigated the regulation of nascent transcription by the sumoylation pathway during adipocyte differentiation using SLAMseq and ChIPseq. We discovered that the sumoylation pathway has a dual function in differentiation; it supports the initial downregulation of pre-adipocyte-specific genes, while it promotes the establishment of the mature adipocyte transcriptional program. By characterizing endogenous sumoylome dynamics in differentiating adipocytes by mass spectrometry, we found that sumoylation of specific transcription factors like PPARγ/RXR and their co-factors are associated with the transcription of adipogenic genes. Finally, using RXR as a model, we found that sumoylation may regulate adipogenic transcription by supporting the chromatin occurrence of transcription factors. Our data demonstrate that the sumoylation pathway supports the rewiring of transcriptional networks required for formation of functional adipocytes. This study also provides the scientists in the field of cellular differentiation and development with an in-depth resource of the dynamics of the SUMO-chromatin landscape, SUMO-regulated transcription and endogenous sumoylation sites during adipocyte differentiation.

## INTRODUCTION

Post-translational modification by the small ubiquitin-like modifier SUMO is a conserved, essential and versatile process playing a critical yet poorly understood role in cell differentiation, identity, growth and adaptation to various stimuli (1–3). Mammals express three major SUMO isoforms: SUMO-1, -2 and -3. SUMO-2 and -3 are nearly identical and are usually referred to as SUMO-2/3. SUMO precursors are matured by SUMO-specific proteases (SENPs), after which they are linked to the E1 activating enzyme SAE1/SAE2. SUMO is then transferred to the E2 conjugating enzyme UBC9, which conjugates SUMO to lysine residues of target proteins in a process that is often facilitated by E3 ligases. Sumoylation can alter the stability, conformation, interactions or subcellular localization of target proteins. SUMO targets can be desumoylated by SENPs (2).

Proteomic studies have shown that most SUMO targets are involved in chromatin regulation, chromosome integrity, mRNA processing and transcription (4–6). Consistently, genome-wide chromatin immunoprecipitation sequencing (ChIPseq) experiments revealed that SUMO is present at gene promoters, intragenic regions, enhancers and transcription factor binding sites (7–11). The SUMO chromatin landscape is substantially remodeled in response to heat shock, inflammation, oncogene-induced senescence, nutrient deprivation and pro-growth signals (7,8,10,12–14).

Recent studies have revealed that SUMO is also important for cellular identity (9,15). However, these studies only compared undifferentiated versus terminally differentiated cells, precluding the sumoylation dynamics that may occur throughout the differentiation process. Therefore, there exists a need for a biologically relevant model to study sumoylome dynamics during differentiation.

Interestingly, mouse knockout studies have revealed that animals lacking *Sumo-1* or *Senp2* are resistant to high fat diet (HFD)-induced obesity (16,17), whereas specific loss of *Ubc9* in white adipose tissue triggers lipoatrophy (18). Consistently, loss of *Sumo-1, Ubc9, Senp1 or Senp2* in cellular models impedes adipogenesis and is associated with altered expression of genes under the control of PPARγ, cEBPα or cEBPδ, as well as genes involved in lipid and energy metabolism (19–21). This suggests that formation of the adipose tissue depends on the sumoylation pathway, although the dynamics of this process remain very poorly described.

In this study, we used adipocyte differentiation (AD) as a model system to uncover the dynamics of the sumoylome, the SUMO-chromatin landscape and SUMO-dependent gene transcription during differentiation. Our data show that SUMO plays a dual role during adipogenesis by supporting the transcription of pre-adipocyte genes and supporting adipogenic genes transcription to establish adipocyte identity.

## MATERIALS AND METHODS

### 3T3-L1 culture, differentiation and treatments

3T3-L1 preadipocytes (CL-173, ATCC) were maintained in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% bovin calf serum (12138C, Sigma) and 1% Penicillin/Streptavidin (P/S) at 37°C in a humidified incubator in a 5% CO_2_ in air atmosphere.

Before adipogenic induction 3T3-L1 preadipocytes were grown to confluence by replacing the maintenance medium every second day for at least 4 days. Differentiation of 3T3-L1 cells was induced with differentiation medium (DMEM supplemented with 10% fetal bovine serum (F7524, Sigma), 1 mM dexamethasone (D4902, Sigma), 0.5 mM 3-isobutyl-1-methylxanthine (I5879, Sigma), 10 μg/ml insulin and 1% P/S). At day 3 post adipogenic induction, the differentiation medium was replaced with the adipocyte maintenance medium (DMEM supplemented with 10% FBS, 10 μg/ml of insulin and 1% P/S). Adipocyte maintenance medium was then refreshed every second day. SUMOylation was inhibited by supplementing the culture medium with 0.5 μM of ML-792 (407886, Medkoo Biosite).

### Cell viability assay

3T3-L1 cells were grown and induced to differentiation as described in *‘3T3-L1 culture, differentiation and treatment’* in a tissue culture 96-well plate with clear bottom. Cells were treated with DMSO, 0.5 μM or 1 μM of ML-792 from Day −2. The cell viability at each individual time point was assessed with Cell Counting Kit 8 (Abcam, ab228554). Briefly, 10 μl of CCK8 solution was added into 100 μl medium as instructed. Cells were incubated 37°C from dark for 1 h. After incubation, the absorbance at 460 nm was read by the microplate reader (PerkinElmer, VICTOR Nivo). The absorbance of the blank wells with only medium containing CCK8 was subtracted from the values for those wells with cells. At least 5 parallel wells were used per treatment and per time point.

### Lipid droplet staining

3T3-L1 cells were grown as described in ‘3T3-L1 culture, differentiation and treatment’. At day 7 post induction cells were incubated in a medium containing 50 μM of Mitotracker (Cell Signaling, 9082P) for 30 min. Cells were then washed with PBS and fixed with 4% formaldehyde during 10 min and rinsed 3 times with PBS. Lipid droplets were stained with a Bodipy 493/503 (D3922, Thermo Fisher Scientific) in a staining solution (1 μg/ml Bodipy 493/503, 150 mM NaCl) for 10 min at room temperature. Nuclei were stained with DAPI (0.5 μg/ml).

### Image acquisition

Images were acquired using a Leica confocal SP8 device. Widefield images were acquired using the 40 X S Plan Fluor ELWD objective as Z-series (step sizes 0.2–1 μm, depending on the staining). At least 3 wells and 8 representative fields per well were captured.

### Image analysis and quantification

All images were analyzed using the FIJI software (Fiji is just ImageJ) (National Institutes of Health, Bethesda, MD, USA). Z series images were corrected from bleaching then projected to obtain a ‘focused’ single image corresponding to the different focal planes, using the *Stack Focuser* plugin (https://imagiej.nih.gov/ij/plugins/stack-focuser.html). Mitotracker images were used to delineate cell shape and assign lipid droplets to corresponding cells. Lipid droplets were segmented and quantified in single cell using CellpProfiler v4.2.1 (22).

### QuantSeq and SLAM-Sequencing sample preparation

3T3-L1 cells were grown as described in ‘*Adipocyte culture, differentiation and treatment*’ and treated with DMSO or ML-792. Three biological replicates were harvested per condition. Prior harvesting, nascent RNAs were labeled with 100 μM of 4-thiouridine during 45 min. After labeling cells were lysed, homogenized and collected using 1 ml of RNAzol®RT (RN190-100, Molecular Research Center) before adding 0.4 ml of water per 1 ml of homogenate. The mixture was vortexed for 5 min and centrifuged at 12 000 *g* for 15 min. Following centrifugation, DNA, proteins and polysaccharides form a semisolid pellet at the bottom of the tube. The RNA remains soluble in the supernatant. The supernatant (1 ml maximum) was transferred to a new tube and 1 volume of 70% ethanol was added. The mixture was homogenized by pipetting (do not centrifuge). Samples were then applied to a RNeasy spin column (74104, Qiagen), and RNAs were purified according to Qiagen’s instructions. Base conversion was performed using the SLAMseq catabolic kinetics module (Lexogen, 062.24). RNA quantification and quality control were performed using Tape Station 4150 (Agilent).

### Library preparation and sequencing of QuantSeq and SLAMseq samples

mRNA-Seq libraries were generated according to manufacturer’s instructions from 500 ng of total RNA using the QuantSeq 3′mRNA‐Seq Library Prep Kit for Illumina (FWD) (# 015, Lexogen GmbH, Vienna, Austria). Reverse transcription was initiated by oligo dT priming. After first strand cDNA synthesis the RNA was removed and second strand synthesis was initiated by random priming. Oligo dT primer and random primers contain Illumina-compatible adapter sequences. The resulting double-stranded cDNA was then purified and PCR amplified (30 s at 98°C; [10 s at 98°C, 20 s at 65°C, 30 s at 72°C] × 11 cycles; 1 min at 72°C), introducing i7 indexes. Surplus PCR primers were further removed by purification using SPRI-select beads (Beckman-Coulter, Villepinte, France), and the final libraries were checked for quality and quantified using capillary electrophoresis. The libraries were sequenced on Illumina Hiseq 4000 sequencer as Single-Read 50 base reads following Illumina’s instructions. Image analysis and base calling were performed using RTA 2.7.7 and bcl2fastq. 2.17.1.14. Adapter dimer reads were removed using DimerRemover (https://sourceforge.net/projects/dimerremover/).

### SLAMseq and QuantSeq data analysis

mm10 mouse genome assembly and Refseq 3′UTR coordinates were downloaded from UCSC (4 August 2020) using Table Browser. Sequencing reads were mapped and filtered with SlamDunk pipeline v0.4.3 (http://t-neumann.github.io/slamdunk/docs.html #document-Dunks). SlamDunk all (http://t-neumann.github.io/slamdunk/docs.html#all) was applied to full analysis for all samples. Reads with ≥ 1 T > C conversions were considered as labeled reads. Default settings for other parameters was followed.

Two parallel differential gene expression analyses were performed using DESeq2 R package (1.26.0). The total RNA reads were used for Quantseq analysis. The normalization size factor in Quantseq analysis was applied to global normalization for labeled reads. Time course experiments design (http://master.bioconductor.org/packages/release/workflows/vignettes/rnaseqGene/inst/d

oc/rnaseqGene.html#time-course-experiments) was adapted for our data. Principal component analysis was performed after variance stabilizing transformation on total genes for both analyses.

### Chromatin immunoprecipitation (ChIP)

3T3-L1 cells were grown as described in ‘*Adipocyte culture, differentiation and treatment*’ in 15 cm dishes. Two dishes were used per biological replicate and two biological replicates were collected for each time point.

Our ChIP procedure was adapted from (23). Cells were crosslinked in dish with 1% formaldehyde for 8 min. Formaldehyde was then neutralized using 125 mM glycine for 10 min. After two washes with cold PBS, the cells were collected in the Lysis buffer (5 mM PIPES pH 7.5, 85 mM KCl, 0.5% NP-40, 20 mM N-ethyl maleimide [NEM] and protease inhibitor cocktail [04693159001, Roche]) and incubated at 4°C for 10 min with rotation. Nuclei were centrifuged (1500 rpm for 10 min at 4°C) and resuspended in a nucleus lysis buffer (50 mM Tris-HCl pH 7.5, 1% SDS, 10 mM EDTA, 20 mM NEM and protease inhibitor cocktail) and incubated at 4°C for 2 h. Lysates were sonicated for 15 cycles (30 s on/30 s off) at 4°C using a Bioruptor Pico sonicator (Diagenode). After sonication, lysates were centrifuged at 14 000 rpm for 10 min at 4°C. Protein concentration was assessed using the Bradford assay and 250 μg of chromatin were used for each immunoprecipitation. Input samples (12.5 μg) were saved. Samples were diluted 10-fold in the immunoprecipitation buffer (1.1% Triton X100, 50 mM Tris-HCl, pH 7.5, 167 mM NaCl, 5 mM N-ethyl maleimide, 1 mM EDTA, 0.01% SDS and protease inhibitor cocktail). Immunoprecipitations were carried out a SUMO-2/3 antibody (ab3742, Abcam) or a RXR antibody (433900, Thermo Fisher Scientific) and 420 μl of Dynabeads Protein A or G (Thermo Fisher Scientific) overnight at 4°C. Beads were then washed 2 times in low-salt buffer (50 mM Tris-HCl, pH 7.5, 150 mM NaCl, 1% Triton X100, 0.1% SDS, 1 mM EDTA), 2 times in high-salt buffer (50 mM Tris-HCl, pH 7.5, 500 mM NaCl, 1% Triton X100, 0.1% SDS, 1 mM EDTA), 2 times in LiCl buffer (20 mM Tris-HCl, pH 7.5, 250 mM LiCl, 1% NP-40, 1% deoxycholic acid, 1 mM EDTA) and in TE buffer (10 mM Tris-HCl, pH 7.5, 0.2% Tween20, 1 mM EDTA). Elution was done two time in 50 μl of 100 mM NaHCO_3_, 1% SDS at 65°C for 10 min under agitation. Chromatin crosslinking was reversed at 65°C for 5 h with 280 mM NaCl and 0.2 μg/ml RNase DNase free (11119915001, Roche). Proteins were then digested using 0.2 μg/ml of Proteinase K (03115828001, Roche) during 1 h at 65°C. DNA from immunoprecipitations and inputs were purified using the Qiagen PCR purification kit. DNA concentration was assessed using a Qubit device (Q32866, Invitrogen).

### Library preparation and sequencing of ChIP samples (ChIPseq)

ChIP samples were purified using Agencourt AMPure XP beads (Beckman Coulter) and quantified with the Qubit (Invitrogen). ChIPseq libraries were prepared from 10 ng of double-stranded purified DNA using the MicroPlex Library Preparation kit v2 (C05010014, Diagenode s.a., Seraing, Belgium), according to manufacturer’s instructions. In the first step, the DNA was repaired and yielded molecules with blunt ends. In the next step, stem-loop adaptors with blocked 5 prime ends were ligated to the 5 prime end of the genomic DNA, leaving a nick at the 3 prime end. The adaptors cannot ligate to each other and do not have single-strand tails, avoiding non-specific background. In the final step, the 3 prime ends of the genomic DNA were extended to complete library synthesis and Illumina compatible indexes were added through a PCR amplification (7 cycles). Amplified libraries were purified and size-selected using Agencourt AMPure XP beads (Beckman Coulter) to remove unincorporated primers and other reagents. The libraries were sequenced on Illumina Hiseq 4000 sequencer as Single-Read 50 base reads following Illumina's instructions. Image analysis and base calling were performed using RTA 2.7.7 and bcl2fastq 2.17.1.14. Adapter dimer reads were removed using DimerRemover.

### ChIPseq sequencing data analysis

Reads were mapped to the Mus musculus genome (assembly mm10) using Bowtie (24) v1.0.0 using the following parameters -m 1 –strata –best. Reads mapped in genomic regions flagged as ENCODE blacklist were removed (25). SUMO peaks were called with the ENCODE ChIPseq pipeline v1.3.6. Briefly, the pipeline ran quality controls and called peaks with spp v1.15.5 (26). Reproductible peaks were kept after the IDR analysis was run (optimal IDR sets of peaks were kept). Peaks were annotated relative to genomic features using Homer annotatePeaks.pl v4.11.1 (27). Known or *de novo* TF motifs were identified using HOMER findMotifsGenome.pl with default parameters. Heatmaps and mean profiles presenting read enrichments at various genomic locations were generated using Easeq software v1.111 (28). To compare SUMO peaks enrichments over time, the union of all peak positions was computed with BEDtools v2.26.0 (29). Then, read counts per peak (union peak set) were normalized across libraries with the method proposed by Anders and Huber (30) and implemented in the Bioconductor package v1.24.0 (31). Regions varying due to time effect were identified using a likelihood ratio test (LRT) with DESeq2. Resulting *P*-values were adjusted for multiple testing using the Benjamin and Hochberg method (32). Significant regions were those which adjusted *P*-value }{}$ \le$ 0.05, absolute fold change }{}$ >$ 1.5.

### Analysis of previous RXR and PPARγ ChIPseq datasets

RXR and PPARγ data were mapped to the Mus musculus genome (assembly mm10) using Bowtie (24) v1.0.0 using the following parameters -m 1 –strata –best. Peaks were called using MACS2 callpeak with default parameters except for -g mm –nomodel –extsize 200. Peaks were annotated relative to genomic features using Homer annotatePeaks.pl v4.11.1 (27). For integrating SUMO-2/3, RXR and PPARγ ChIPseq, heatmaps were generated using Deeptools v3.5 using the tool bamCoverage to generate bigwigs files with a step of 10 nt. Bigwig files were normalized using the CPM (counts per million mapped reads) method (33). Then, the tool Deeptools computeMatrix v3.5 was used to generate a count matrix at the positions of interest and finally the tool Deeptools plotProfile v3.5 were used to generate mean profile plots.

### SUMO mass spectrometry

3T3-L1 cells were grown as described in ‘*Adipocyte culture, differentiation and treatment*’. Four biological replicates were collected for each condition. Cells were washed with PBS supplemented with 20 mM NEM (E3876, Merck Life Science). Cells were vigorously lysed in guanidium lysis buffer (6 M guanidine-HCl, 50 mM Tris pH 8.5, 20 mM NEM), after which they were immediately snap frozen. Lysates were stored at −80°C until further processing. In essence, sample preparation and SUMO-IP for native and endogenous mass spectrometry (MS) analysis was performed as described previously (4). Lysates were thawed at room temperature, after which they were supplemented with 5 mM chloroacetamide (CAA) and 5 mM Tris(2-carboxyethyl)phosphine (TCEP). Samples were homogenized via sonication using a microtip sonicator, at 30 W using three 10 s pulses, and afterwards cleared by centrifugation at 4250 *g*. Endoproteinase Lys-C (Wako) was added to samples in a 1:200 enzyme-to-protein ratio (w/w). Digestion was performed overnight, still, and at room temperature. Digested samples were diluted with three volumes of 50 mM ammonium bicarbonate (ABC), and a second round of overnight digestion was performed by addition of Lys-C in a 1:200 enzyme-to-protein ratio. Digests were acidified by addition of 0.5% trifluoroacetic acid (TFA), 1:100 vol/vol from a 50% TFA stock, after which they were transferred to 50 ml tubes and centrifuged at 4250 *g* and at 4°C for 30 min. Clarified digests were carefully decanted into clean 50 ml tubes, after which peptides were purified using C8 Sep-Pak cartridges (Waters) according to the manufacturer’s instructions. Sep-Pak cartridges with 500 mg C8 sorbent were used, with one cartridge used for each ∼25 mg of digested protein. Small and hydrophilic peptides were pre-eluted using 5 ml of 20% acetonitrile (ACN) in 0.1% TFA, and 3 ml of 25% ACN in 0.1% TFA. SUMOylated peptides were eluted using 1 ml of 35% ACN in 0.1 TFA, 1 ml of 40% ACN in 0.1% TFA and 2 ml of 45% ACN in 0.1% TFA. For each replicate sample, all SepPak elutions were pooled in 50 ml tubes with small holes punctured into the caps, and then frozen overnight at −80°C. Deep-frozen samples were lyophilized to dryness for 48 h, with the pressure target set at 0.004 mbar and the condenser coil at −85°C.

### Crosslinking of SUMO antibody to beads

Overall, 750 μl of Protein G Agarose beads (Roche) were used to capture 400 μl of SUMO-2/3 antibody (8A2, acquired from Abcam, ab81371; ∼5–10 μg/μl antibody). All washing and handling steps were followed by centrifugation of the beads at 500 *g* for 3 min in a swing-out centrifuge with delayed deceleration and careful aspiration of buffers, to minimize loss of beads. Beads were pre-washed 4 times with ice-cold PBS, split across three 1.5 ml tubes, after which the antibody was added and the tubes filled completely with ice-cold PBS. Beads and antibody were incubated at 4°C on a rotating mixer for 1 h and subsequently washed 3 times with ice-cold PBS. Crosslinking of the antibody to the beads was achieved by addition of 1 ml of 0.2 M sodium borate, pH 9.0, which was freshly supplemented with 20 mM dimethyl pimelimidate (DMP). Crosslinking was performed for 30 min at room temperature on a rotating mixer, after which the crosslinking step was repeated once. SUMO-IP beads where then washed twice with ice-cold PBS, twice with 0.1 M glycine pH 2.8, and three times with ice-cold PBS, after which all beads were pooled in a single 1.5 ml tube and stored until use at 4°C in PBS supplemented with 10 mM sodium azide.

### Purification of SUMOylated peptides

Lyophilized peptides were dissolved in 10 ml ice-cold SUMO-IP buffer (50 mM MOPS, 10 mM Na_2_HPO_4_, 50 mM NaCl, buffered at pH 7.2) per 50 mg protein originally in the samples. Samples were clarified by centrifugation at 4250 *g* for 30 min at 4°C in a swing-out centrifuge with delayed deceleration. Samples were transferred to new tubes, after which 25 μl SUMO-IP beads was added per 50 mg protein originally in the samples. Samples were incubated at 4°C for 3 h in a rotating mixer, after which the beads were washed twice with ice-cold SUMO-IP buffer, twice with ice-cold PBS and twice with ice-cold MQ water. Upon each first wash with a new buffer, beads were transferred to a clean 1.5 ml LoBind tube (Eppendorf). To minimize loss of beads, all centrifugation steps were performed at 500 *g* for 3 min at 4°C in a swing-out centrifuge with delayed deceleration. Elution of SUMO peptides from the beads was performed by addition of 2 bead volumes of ice-cold 0.15% TFA, and performed for 30 min while standing still on ice, with gentle mixing every 10 min. The elution of the beads was repeated once, and both elutions were cleared through 0.45 μm spin filters (Millipore) by centrifuging at 12 000 *g* for 1 min at 4°C. The two elutions from the same samples were pooled after clarification. Next, samples were pH-neutralized by addition of 1/10th volume of 1 M Na_2_HPO_4_ and allowed to warm up to room temperature. Second-stage digestion of SUMOylated peptides was performed with 1 μg of Endoproteinase Asp-N (Roche). Digestion was performed overnight, at 30°C and shaking at 300 rpm, after which samples were frozen at −80°C until further processing.

### StageTip purification and high-pH fractionation of SUMO-IP samples

Preparation of StageTips (34), and high-pH fractionation of SUMO-IP samples on StageTip, was performed essentially as described previously (4). Quad-layer StageTips were prepared using four punch-outs of C18 material (Sigma-Aldrich, Empore™ SPE Disks, C18, 47 mm). StageTips were equilibrated using 100 μl of methanol, 100 μl of 80% ACN in 200 mM ammonium and two times 75 μl of 50 mM ammonium. Samples were thawed out, and supplemented with 1/10th volume of 200 mM ammonium, just prior to loading them on StageTip. The StageTips were subsequently washed twice with 150 μl of 50 mM ammonium, and afterward eluted as six fractions (F1–6) using 40 μl of 4, 7, 10, 13, 17 and 25% ACN in 50 mM ammonium. All fractions were dried to completion in LoBind tubes, using a SpeedVac for 2 h at 60°C, after which the dried peptides were dissolved using 10.5 μl of 0.1% formic acid.

### MS analysis

All samples were analyzed on EASY-nLC 1200 system (Thermo) coupled to a Q Exactive™ HF-X Hybrid Quadrupole-Orbitrap™ mass spectrometer (Thermo). For each run, 5 μl of sample was injected. Separation of peptides was performed using 15 cm columns (75 μm internal diameter) packed in-house with ReproSil-Pur 120 C18-AQ 1.9 μm beads (Dr. Maisch). Elution of peptides from the column was achieved using a gradient ranging from buffer A (0.1% formic acid) to buffer B (80% acetonitrile in 0.1% formic acid), at a flow of 250 nl/min. Gradient length was 80 min per sample, including ramp-up and wash-out, and an analytical gradient of 50 min. The buffer B ramp for the analytical gradient was as follows: F1: 13–24%, F2: 14–27%, F3–5: 15–30%, F6: 17–32%. The columns were heated to 40°C using a column oven, and ionization was achieved using a Nanospray Flex Ion Source (Thermo) with the spray voltage set at 2 kV, an ion transfer tube temperature of 275°C, and an RF funnel level of 40%. Full scan range was set to 400–1600 *m*/*z*, MS1 resolution to 60 000, MS1 AGC target to 3 000 000, and MS1 maximum injection time to 60 ms. Precursors with charges 2–6 were selected for fragmentation using an isolation width of 1.3 *m*/*z*, and fragmented using higher-energy collision disassociation (HCD) with normalized collision energy of 25. Precursors were excluded from re-sequencing by setting a dynamic exclusion of 60 s. MS2 resolution was set to 60 000, MS2 AGC target to 200 000, minimum MS2 GC target to 20 000, MS2 maximum injection time to 120 ms and loop count to 7.

### Analysis of MS data

All MS RAW data were analyzed using the freely available MaxQuant software, version 1.5.3.30 (35). All data were processed in a single computational run, and default MaxQuant settings were used, with exceptions specified below. For generation of the theoretical spectral library, the mouse FASTA database was downloaded from Uniprot on the 14 February 2020. The mature sequence of SUMO2 was inserted in the database to allow for detection of free SUMO. *In silico* digestion of theoretical peptides was performed with Lys-C, Asp-N and Glu-N, allowing up to 8 missed cleavages. Variable modifications used were protein N-terminal acetylation, methionine oxidation, peptide N-terminal pyroglutamate, Ser/Thr/Tyr phosphorylation (STY) and Lys SUMOylation, with a maximum of 3 modifications per peptide. The SUMO mass remnant was defined as described previously (4); DVFQQQTGG, H_60_C_41_N_12_O_15_, monoisotopic mass 960.4301, neutral loss b7-DVFQQQT, diagnostic mass remnants [b2-DV, b3-DVF, b4-DVFQ, b5-DVFQQ, b6-DVFQQQ, b7-DVFQQQT, b9-DVFQQQTGG, QQ, FQ, FQQ]. Label-free quantification was enabled, with ‘Fast LFQ’ disabled. Maximum peptide mass was set to 6000 Da. Stringent MaxQuant 1% FDR filtering was applied (default), and additional automatic filtering was ensured by setting the minimum delta score for modified peptides to 20, with a site decoy fraction of 2%. Second peptide search was enabled (default). Matching between runs was enabled, with a match time window of 1 min and an alignment window of 20 min. For protein quantification, the same variable modifications were included as for the peptide search. To further minimize false-positive discovery, additional manual filtering was performed at the peptide level. All modified peptides were required to have a localization probability of >75%, be supported by diagnostic mass remnants, be absent in the decoy database, and have a delta score of >40 in case SUMO modification was detected on a peptide C-terminal lysine not preceding an aspartic acid or glutamic acid. All multiply-SUMOylated peptides were discarded, unless the corresponding SUMO sites were also identified by singly-SUMOylated peptides. SUMO target proteins were derived from the ‘proteinGroups.txt’ file, and all post-filtering SUMO sites were manually mapped. Only proteins containing at least one SUMO site were considered as SUMO target proteins, and other putative SUMO target proteins were discarded.

### Calculation of SUMO density and equilibrium

SUMO density was calculated by dividing the total sum of all SUMO site intensity (in arb. units., corresponding to ion current) by the amount of total protein starting material (in mg). This calculation was performed for each replicate separately, and visualized as an average ± standard deviation. The mature sequence of SUMO-2 was included as a FASTA file in the MaxQuant search, to allow detection of free mature SUMO-2/3. For quantification of the SUMO equilibrium, the ‘modificationSpecificPeptides.txt’ MaxQuant output file was used, and all peptides modified by SUMO-2/3, and peptides derived from SUMO-2/3 itself, were considered. Modification of any SUMO family member by SUMO-2/3 was considered chain formation, with all other conjugation considered as global target modification. Peptides derived from SUMO-2/3 were sub-classed as internal, mature free SUMO-2/3, immature SUMO-2 or immature SUMO-3. Peptides ending in QQTGG (predominantly DVFQQQTGG) were considered as mature free SUMO-2/3. Peptides containing but not ending with QQTGG were considered as immature SUMO-2 (DVFQQQTGGVY) or immature SUMO-3 (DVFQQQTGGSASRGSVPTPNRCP).

### Western blotting

3T3-L1 cells were grown as described in ‘*Adipocyte culture, differentiation and treatment*’. Cells were washed with PBS prior lysis in ice-cold RIPA buffer (150 mM NaCl, 50 mM Tris-HCl, pH 7.5, 5 mM EDTA, 1% NP-40, 0.5% Na-deoxycholate, 0.1% SDS) freshly supplemented with protease inhibitor (Roche) and 20 mM of NEM. Lysates were sonicated 5 min (30 s on, 30 s off) then centrifuged 15 min at 14 000 rpm and 4°C. To eliminate lipids supernatants were applied to a RNeasy column and centrifuged at 10 000 rpm and 4°C for 1 min (Qiagen, 74104). The flow through was collected, and protein concentrations were assessed using the Bradford assay. About 30 μg of proteins were used for each western blot, and proteins were detected using anti-SUMO-2/3 (ab3742, Abcam) and anti-TBP (ab51841, Abcam) antibodies.

### Real-time PCR

Total RNAs were extracted as described in ‘*QuantSeq and SLAM-Sequencing sample preparation*’. RNAs were reverse transcribed with QuantiTect Rev. Transcription Kit (Qiagen, 205311). Real-time qPCR was performed using PowerUp™ SYBR™ Green Master Mix (Thermo Fisher Scientific, A25742) using primers designed for pre-mRNAs by targeting adjacent exon and intron. Scd1 forward: 5′-AAGTGAGGCGAGCAACTGAC; *Scd1* reverse: 5′-AACTCTCAACTTTCTCCTCCCG. Rgs2 forward: 5′-AGACCCGTTTGAGCTACTTCT; *Rgs2* reverse: 5′-CCTTTTGCTTGGCTTGGTTAG.

### Data analysis

The hierarchical clustering and heatmaps were generated using Perseus software v1.6.10.50 (36). For SUMO-2/3 proteomics, the label-free quantified (LFQ) value for four bio-replicates was averaged. The averaged value was log2 transformed, imputed with default setting, and normalized by row Z score transformation. For SLAMseq data, the normalized count for three bio-replicates was averaged. The averaged normalized count was log2 transformed and normalized by row Z score transformation. The row dendrogram was generated based on Euclidean distance and processed with *k*-means. Z score was used to generate cluster profiles in parallel.

GO analysis was performed using clusterProfiler R package (37). The statistical significance was specified as adjusted *P* value }{}$ <$ 0.05. Redundant GO terms were simplified according to similarity measured with ‘Wang’ method.

The scatter plot was generated using Perseus software. Log2 transformed normalized counts were plotted. Meanwhile, Pearson correlation coefficient and P value were calculated.

Venn diagram was generated using VennDiagram R package (https://CRAN.R-project.org/package = VennDiagram).

For each single gene, Pearson correlation coefficient was calculated by comparing time-course profiles in different datasets in Excel. The density plot for the distribution of Pearson correlation coefficient was generated using EaSeq software v1.111 (28).

The ggplot2 R package v3.3.2 (https://ggplot2.tidyverse.org) was used to generate box, histogram, bar, dot and line plots in the study.

Integrative Genomics Viewer (38) was used for SLAMseq and ChIPseq data visualization with normalized bigWig files.

### Quantification and statistical analysis

For immunofluorescence data, Results are presented as mean ± SD. Between groups, statistical significance was calculated using unpaired, two tailed Student’s *t* tests using GraphPad Prism (v7). Non-significant: *P*}{}$ >$ 0.05, *: *P* ≤ 0.05, **: *P* ≤ 0.01, ***: *P* ≤ 0.001, ****: *P* ≤ 0.0001. *P* values }{}$ <$ 0.05 were considered as significant. For overrepresentation analysis, hypergeometric test was used for testing significance in R. *P* values were corrected by Benjamini–Hochberg method. For module analysis, ANOVA Post-Hoc (Dunnett) test was applied for testing the significance. Non-significant: *P*}{}$ >$ 0.05, *: *P* ≤ 0.05, **: *P* ≤ 0.01, ***: *P* ≤ 0.001.

## RESULTS

### Inhibition of sumoylation results in lipoatrophy

To begin investigating the role of the sumoylation pathway during adipogenesis, we made use of the mouse 3T3-L1 cell model (39). Incubation of these cells in differentiation medium induces a well-defined adipocyte differentiation process, during which cells transition from a pre-adipocyte (PA) stage via a clonal expansion (CE) stage into mature adipocytes (MA). These transitions involve extensive regulation of gene expression and chromatin (40–42). We induced differentiation of 3T3-L1 cells either in absence or in presence of 500 nM of the selective SAE1/2 inhibitor ML-792, which is currently the molecule of choice to study mechanisms regulated by sumoylation because it does not inhibit other ubiquitin family pathways (43). In addition, long exposure to this concentration of ML-792 did not result in notable growth defects of 3T3-L1 cells (Supplementary Figure S1A,B). Western blotting of control cells with a SUMO-2/3 antibody revealed a progressive increase in SUMO conjugates during AD (Supplementary Figure S1C), indicating mobilization of the sumoylation pathway, whereas treatment with ML-792 almost completely prevented the accumulation of SUMO conjugates (Supplementary Figure S1C).

Next, we assessed the effect of ML-792 on fat accumulation using Bodipy reagents. Seven days after adipogenic induction there was a normal accumulation of lipid droplets in control cells (Supplementary Figure S1D), which is a key feature of adipocyte differentiation (39). In contrast, treatment with ML-792 resulted in lipoatrophy (Supplementary Figure S1D), which was characterized by numerous small lipid droplets (Supplementary Figure S1D–F), mirroring the recently reported phenotype of loss of *Ubc9* in mouse white adipose tissue (18). These data show that an active sumoylation pathway is required for efficient adipogenesis.

### Stage-specific total mRNA regulation of adipocyte differentiation

Given that sumoylation mostly targets nuclear proteins involved in chromatin and gene regulation (5), we hypothesized that ML-792 treatment resulted in lipoatrophy due to defects in adipogenic gene expression programs. 

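3T3-L1 cells, a mouse line of pre-adipocytes that turns into adipocytes after hormonal induction, were collected in DMSO at days −2, 1, 3 and 7, with 3 replicates per day named A, B and C. QuantSeq sequences the 3′ end of polyadenylated RNA, and the authors deposited the number of reads counted on each RefSeq 3′UTR of the mouse genome mm10, without normalization. The table lists 91830 3′UTR entries of 26995 genes. Entries of one gene can overlap and then count the same reads. Summed over all entries, the DMSO libraries held between 15850964 and 22292366 reads. With each gene represented by its entry with the highest mean count, the libraries held between 10793312 and 15093059 reads. The median over all entries was 20631646 reads at day −2, 19775903 at day 1, 16068873 at day 3 and 17322610 at day 7. Counts were normalized with edgeR's TMM factors and are given at the mean effective library size, and 26563 entries of 13335 genes passed its filter on low counts. Between replicates of a day, the log2 normalized counts had Pearson correlations from 0.961 to 0.982 across entries, which are not independent replicates. Days 1, 3 and 7 were each compared with day −2 by edgeR's quasi-likelihood test, and an entry was called a DEG when its Benjamini-Hochberg adjusted p was under 0.01 in at least 1 of the 3 comparisons.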

To address this, we first assessed total RNA levels at different days of AD using QuantSeq (44) (Supplementary Figure S2A). 

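Over the 24 QuantSeq libraries, including those treated with ML-792, the first principal component of the log2 counts held 46.5% of the variance and the second 16.6%. In DMSO, the score on the first component was -130.7 ± 0.270 at day −2, -67.4 ± 1.10 at day 1, 79.1 ± 6.56 at day 3 and 121.1 ± 5.26 at day 7 (SD, n = 3 per day). The days were thus farther apart on this component than the replicates of any day. Differential expression called 11280 entries of 6746 genes. Day 1 differed from day −2 in 3642 entries, of which 60.3% were lower. For day 3 there were 8108 entries with 56.1% lower, and for day 7 8666 entries with 52.4% lower. Leaving out replicate A moved the number of genes most, to 3580. With the replicate letter as a block, 8221 genes were called. After the condition means were taken off, libraries that share a letter had a mean correlation of 0.191, and libraries with different letters -0.094. Across called entries, which are not independent replicates, the mean log2 counts of day −2 had a Pearson correlation of 0.889 with day 1, 0.731 with day 3 and 0.662 with day 7.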

Principal component analysis (PCA) revealed considerable changes in total mRNA levels between time points (Supplementary Figure S2B), which was further confirmed by the identification of 9426 differentially expressed mRNAs (Supplementary Figure S2C and Supplementary Table S1). Hierarchical clustering revealed mRNA modules with highest expression in pre-adipocytes (PA 1–3) or in mature adipocytes (MA 7–8). 

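Each called gene was put in a class by the day of its highest mean log2 normalized count in DMSO, with day −2 as PA, day 1 as CE and days 3 and 7 as MA. Of the 6746 genes, 2606 had their highest mean at day −2, 985 at day 1, 1114 at day 3 and 2041 at day 7. Days 3 and 7 together made 3155 MA genes.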

We also identified mRNA modules showing either very high or very low expression during clonal expansion (CE 4–6) (Supplementary Figure S2D,E and Supplementary Table S1). 

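*Klf3* (XM_006503751.3, chromosome 5, 64829159 to 64832072) and *Klf10* (NM_013692.3, chromosome 15, 38294406 to 38295904) encode zinc finger transcription factors. The normalized QuantSeq counts of *Klf3* were 2866 ± 1262 at day −2, 2049 ± 929 at day 1, 1375 ± 627 at day 3 and 1478 ± 522 at day 7 (SD, n = 3 per day). Its log2 fold change against day −2 was -1.06 at day 3 (standard error 0.44, adjusted p = 0.066 from edgeR's quasi-likelihood test) and -0.96 at day 7 (adjusted p = 0.091), so *Klf3* was not called. With the replicate block, *Klf3* was called at days 3 and 7, with log2 fold changes of -1.07 and -0.92, and it was also called at both days without replicate B. *Klf10* had 1693 ± 366 at day −2, 1346 ± 156 at day 1, 579 ± 63.1 at day 3 and 484 ± 153 at day 7 normalized counts (SD, n = 3 per day). Its log2 fold change was -1.55 at day 3 (adjusted p = 6.3e-05, edgeR) and -1.81 at day 7 (adjusted p = 1.3e-05, edgeR). At day 1, *Klf10* did not differ from day −2 (-0.33, adjusted p = 0.34, edgeR).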

Although pathway enrichment did not show a single/strong function for each specific cluster, mRNAs encoding the known adipogenic inhibitors *Klf3* and *Klf10* (45) were downregulated upon induction (Supplementary Figure S2E). CE modules were specifically enriched for genes involved in mitotic cell cycle regulation and adipogenesis, such as *Top2a* and *Klf5* (45) (Supplementary Figure S2E,F). 

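*Top2a* (NM_011623.2, chromosome 11, 98992947 to 98993413) encodes a DNA topoisomerase of dividing cells. Its normalized QuantSeq counts were 1338 ± 87.4 at day −2, 8512 ± 1512 at day 1, 2372 ± 337.4 at day 3 and 319 ± 56.3 at day 7 (SD, n = 3 per day). Against day −2 its log2 fold change was 2.67 at day 1 (adjusted p = 1.7e-07, edgeR) and -2.07 at day 7 (adjusted p = 3.9e-07, edgeR). *Klf5* (NM_009769.4, chromosome 14, 99313330 to 99313412) rose from 361 ± 90.8 normalized counts at day −2 to 6109.6 ± 2243 at day 1, then fell to 1977 ± 536 at day 3 and 595 ± 199.9 at day 7 (SD, n = 3 per day). The rise to day 1 had a log2 fold change of 4.08 (standard error 0.35, adjusted p = 7.4e-07, edgeR), whereas day 7 was not called against day −2 (0.72, adjusted p = 0.075).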

Finally, MA modules contained genes encoding specific adipogenesis markers, like *Pparg* and *Adipoq* (Supplementary Figure S2E,F). 

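For *Pparg* (XM_006505743.3, chromosome 6, 115490196 to 115490404), which encodes a nuclear receptor, the normalized QuantSeq counts were 576 ± 89.5 at day −2, 2147 ± 243 at day 1, 5669 ± 556 at day 3 and 7657 ± 5131 at day 7 (SD, n = 3 per day). The log2 fold change from day −2 to day 7 was 3.73 (standard error 0.47, adjusted p = 1.2e-05, edgeR). *Adipoq* (NM_009605.4, chromosome 16, 23157595 to 23157968), which encodes the secreted protein adiponectin, had 289.7 ± 99.9 at day −2, 314 ± 63.2 at day 1, 30446 ± 3201 at day 3 and 108095 ± 6519 at day 7 normalized counts (SD, n = 3 per day). Its log2 fold change was 6.72 at day 3 (adjusted p = 1.3e-10, edgeR) and 8.54 at day 7 (adjusted p = 2.8e-11, edgeR), with no call at day 1 (0.12, adjusted p = 0.77).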

With this experiment we characterized steady state/total mRNA dynamics during adipogenesis, which showed that adipogenesis involves a complex regulation of total mRNA levels, which is consistent with previously reported RNA-seq data (41,46,47).

### The nascent transcriptome landscape of differentiating adipocytes

Although we observed clear differences in total mRNA levels at various stages of AD, delicate changes in gene transcription levels can be obscured by the large pool of background RNA and preclude the discovery of transcriptional regulators (48,49). Therefore, we used SLAMseq (44) to increase the temporal resolution of differential expression of nascent RNA during AD (Figure 1A). This revealed strong transcriptional differences between day −2, day 1 and day 3, whereas day 7 showed transcriptional levels similar to day 3 (Figure 1B and Supplementary Figure S3A). This indicates that most of the transcriptional rewiring during AD occurs until day 3, after which transcriptional output stabilizes as the adipocyte matures.

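In SLAMseq, RNA made during a pulse of 4-thiouridine carries T to C conversions, and the authors deposited, for the same libraries and 3′UTR entries, the number of reads with such a conversion. These labelled reads count newly made RNA. In DMSO they numbered between 146222 and 820046 per library over all entries, with medians of 644966 at day −2, 238454 at day 1, 163161 at day 3 and 185465 at day 7. Labelled counts were scaled by factors of the total reads, which the authors took as DESeq2 size factors and which are library sizes with TMM factors here, so that a change of the labelled share of a whole library stays in the values. The filter on low counts left 10589 entries of 6466 genes. Replicates of a day had Pearson correlations between 0.692 and 0.88 across entries.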

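The first principal component of the labelled log2 counts held 50.8% of the variance over the 24 libraries and the second 7.84%. On the first component the DMSO libraries scored -135.7 ± 23.3 at day −2, 4.42 ± 8.82 at day 1, 54.4 ± 17.2 at day 3 and 43.8 ± 8.58 at day 7 (SD, n = 3 per day). On the second they scored 10.5 ± 9.70, -45.4 ± 7.29, 12.7 ± 4.42 and 39.2 ± 1.86 in the same order (SD, n = 3 per day). Pearson correlations with day −2 across the called entries, which are not independent replicates, were 0.729 for day 1, 0.569 for day 3 and 0.544 for day 7. Between neighbouring days, 1304 genes differed at day 1 from day −2, 226 at day 3 from day 1 and 21 at day 7 from day 3 (edgeR, adjusted p under 0.01). In total reads the same comparisons called 2291, 3144 and 1494 genes. The labelled numbers also depend on depth, with median labelled reads of 644966 at day −2, 238454 at day 1, 163161 at day 3 and 185465 at day 7. The comparison of days 7 and 3 thus had the least depth, while the first one also holds the fall of the labelled share after day −2. The 21 genes therefore do not show that transcription was equal at days 3 and 7. With the replicate block, 51 genes differed in labelled reads between days 7 and 3, and the letters' mean correlation in labelled residuals was 0.071 for the same letter and -0.035 for different letters.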

**Figure 1.**
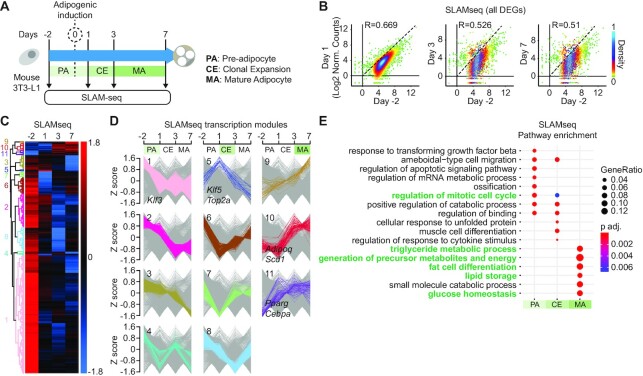
Characterization of nascent transcriptome dynamics during adipocyte differentiation. (**A**) Experimental layout of SLAMseq time-course experiments. (**B**) Scatter plots showing the nascent transcription levels for all SLAMseq time-course differentially expressed genes (DEGs) at each time point versus day −2. DEGs were identified based on statistical differences between conditions using a *P*-adj cutoff }{}$ < 0.01$. The nascent transcription levels are presented as log2 transformed normalized counts. R, Pearson correlation coefficient. (**C** and **D**) Hierarchical clustering of SLAMseq DEGs. Clusters (C) are categorized in PA-, CE- and MA-specific modules (D); PA, pre-adipocyte; CE, clonal expansion; MA, mature adipocyte. *Z* score is calculated for log2 transformed normalized counts. Module numbers (D) are indicated on the left side of the heatmap in (C). (**E**) Pathway enrichment analysis of SLAMseq DEGs belonging to PA, CE and MA modules.

In total we identified 3705 SLAMseq DEGs during AD (Supplementary Table S2 and methods). 

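The test called 4682 of the tested entries, from 2879 genes. Scaling the labelled counts by the labelled reads of each library moved the number most, to 1140 genes. DESeq2 called 3026 genes and the replicate block 3060. Day 1 against day −2 gave 2082 entries, day 3 3644 and day 7 3193.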

Strikingly, in contrast to QuantSeq, SLAMseq analysis clearly showed a dramatic general downregulation of transcription upon adipogenic induction (Figure 1B and Supplementary Figure S2C). 

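In DMSO, the labelled reads made up 3.17% ± 0.485 of the total reads at day −2, 1.27% ± 0.0798 at day 1, 1.03% ± 0.115 at day 3 and 1.03% ± 0.0869 at day 7 (SD, n = 3 per day). The 9 libraries of the later days had a mean share lower by 2.06 points than that of the 3 libraries of day −2 (two-sided exact permutation test, p = 0.0045, the smallest p that 220 splits allow). A single later day against day −2 cannot go below p = 0.1 in an exact test of 3 libraries against 3, and each later day reached that value. Of the called entries, 97.1% were lower at day 1 than at day −2, 94.6% at day 3 and 94.3% at day 7. Over all tested entries the median log2 fold change was -1.27 ± 0.24 at day 1, -1.70 ± 0.13 at day 3 and -1.54 ± 0.17 at day 7 (SD over the 3 replicates). Scaled by the labelled reads of each library instead, which removes this common shift, 51.1%, 43.2% and 46.2% of the called entries were lower at days 1, 3 and 7. In total reads, the median over all tested entries was -0.012 at day 1, -0.024 at day 3 and -0.057 at day 7.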

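Over the DMSO time course, 2905 entries of 1853 genes were called in both labelled and total reads, 1777 entries in labelled reads alone and 8375 in total reads alone. Among the shared entries, the median log2 fold change in labelled reads was -1.93 at day 1, -2.85 at day 3 and -2.62 at day 7. In total reads it was -0.52 ± 0.053 at day 1, -1.14 ± 0.087 at day 3 and -1.17 ± 0.089 at day 7 (SD over the 3 replicates). Of the shared entries called lower in labelled reads at day 1, 734 of 1325 were also called lower in total reads at that day, or 55.4%. The share was 79.7% at day 3 and 82.9% at day 7. Across all shared entries, the mean log2 labelled counts correlated with those of day −2 with Pearson coefficients of 0.697, 0.474 and 0.450 at days 1, 3 and 7. For total reads the coefficients were 0.798, 0.494 and 0.465.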

Comparison of common DEGs between SLAMseq and QuantSeq (Supplementary Figure S3B) revealed that this transcriptional shutdown translated into a reduction of mRNA levels starting from day 3 (Supplementary Figure S3C and examples in Supplementary Figure S3D). This indicates that although transcriptional repression of many genes occurs at induction of adipogenesis, many mRNAs remain available for several days. These data indicate significant divergence between total mRNA levels and actual transcription rates during adipogenesis.

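*Cd44* (NM_009851.2, chromosome 2, 102811141 to 102814132) and *Cxcl12* (NM_021704.3, chromosome 6, 117173583 to 117175069) are the examples of Supplementary Figure S3D. At day 1, *Cd44* had a log2 fold change of -1.10 in labelled reads (adjusted p = 0.050, edgeR) and -0.11 in total reads (adjusted p = 0.71), neither of which was called. By day 7 both were lower, with -4.65 in labelled (adjusted p = 5.6e-09) and -3.43 in total reads (adjusted p = 1.4e-09, edgeR). The labelled counts of *Cd44*, normalized, were 94.6 ± 27.1 at day −2, 44.2 ± 13.9 at day 1, 17.6 ± 10.2 at day 3 and 3.63 ± 1.49 at day 7 (SD, n = 3 per day). *Cxcl12* was not called at day 1 in labelled (-0.56, adjusted p = 0.25, edgeR) or in total reads (-0.010, adjusted p = 0.99). At day 3 it was lower in labelled (-2.35, adjusted p = 1.2e-05) and in total reads (-1.50, adjusted p = 3.3e-05, edgeR). Scaled by labelled reads, the labelled changes at day 1 turned to 0.20 for *Cd44* and 0.67 for *Cxcl12*. Of all entries called lower in labelled reads at a day, 36.3% were also called lower in total reads at day 1, 49.5% at day 3 and 54.2% at day 7.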

Clustering analysis revealed 11 transcriptional modules (Figure 1C,D). 

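Grouped by the day of the highest mean log2 labelled count, 2620 of the 2879 SLAMseq genes, or 91.0%, were PA genes. Clustering the profiles in 11 groups put 2619 genes in this class. With labelled counts scaled by labelled reads, 463 called genes had their highest mean at day −2, 144 had it at day 1 and 533 at day 3 or 7. The PA genes had a median log2 change of -1.75 to day 1, -2.33 to day 3 and -2.14 to day 7.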

As emphasized above, the vast majority of genes (3433 out of 3705, comprising modules 1–4 and 6–8) were transcribed in the PA stage and then downregulated upon adipogenic induction. Transcription of these genes reached minimum levels either during CE or at MA stage (Figure 1C,D; Supplementary Figure S3E; Supplementary Table S2), such as the anti-adipogenic gene *Klf3* (45). 

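The lowest mean of a PA gene fell on day 1 for 437 genes, on day 3 for 1268 and on day 7 for 915. *Klf3* had 229 ± 98.1 at day −2, 52.2 ± 21.5 at day 1, 27.4 ± 13.3 at day 3 and 42.9 ± 23.3 at day 7 normalized labelled counts (SD, n = 3 per day). Its labelled log2 fold change was -2.13 at day 1 (adjusted p = 1.7e-04, edgeR), -3.06 at day 3 (adjusted p = 4.2e-07) and -2.42 at day 7 (adjusted p = 1.8e-05). Every DMSO library of the later days had fewer normalized labelled counts of *Klf3* than every library of day −2. After scaling by labelled reads, the changes at days 1 and 7 were -0.82 and -0.95 and were no longer called.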

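CE and MA together held 259 genes. From day −2 to day 7 in DMSO, 183 labelled entries were called higher. Among genes whose 3 libraries of one day all lay above the 3 of the other day, 125 rose and 1788 fell, out of 1933 called genes with each gene represented by its entry with the highest mean total count. Chance gives 10% of genes without overlap, but called genes were already chosen for a difference. Ranked by fitted log2 fold change, the genes with the highest values were *Hp* (NM_017370.2, chromosome 8, 109575128 to 109575270), *Thrsp* (NM_009381.3, chromosome 7, 97412933 to 97413515) and *Orm3* (NM_013623.2, chromosome 4, 63359398 to 63359511). At day −2 their libraries had 3 or fewer labelled reads each, so their order among rising genes is not settled. At day 7, *Hp* had 77.0 ± 6.55 normalized labelled counts, *Thrsp* 63.2 ± 44.7 and *Orm3* 349 ± 151 (SD, n = 3). Against a floor of 3 counts, the rise was at least 29.6-fold for *Hp* (adjusted p = 2.3e-10, edgeR), at least 24.3-fold for *Thrsp* (adjusted p = 2.6e-09) and at least 134-fold for *Orm3* (adjusted p = 2.7e-15). *Orm3* has close paralogs, and reads could be assigned to the wrong one. Its labelled share at day 7 was 20.2%, while *Hp* had 0.256% and *Thrsp* 0.294%, against 1.03% for the libraries. Background conversion was not excluded for these rises.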

Interestingly, we noticed that a small number of 273 genes displayed increased transcription upon adipogenic induction. Transcription of a subset of these genes (module 5) was highly dynamic, showing a sharp increase during the transition from PA to CE, followed by strong downregulation as cells enter the MA stage. 

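There were 76 CE genes, with their highest mean at day 1. Their median log2 change was 0.53 from day −2 to day 1 and -2.42 from day 1 to day 7. The class is set by its maximum, so the direction of these changes is given by the choice of genes.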

Closer inspection revealed that this module contained genes involved in mitotic cell cycle regulation and adipogenesis, such as *Top2A* and *Klf5* (45) (Figure 1C,D; Supplementary Figure S3E; Supplementary Table S2). 

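*Top2a* had 26.9 ± 6.46 at day −2, 104 ± 29.1 at day 1, 29.4 ± 10.0 at day 3 and 4.55 ± 5.24 at day 7 normalized labelled counts (SD, n = 3 per day). Its log2 fold change was 1.95 at day 1 (standard error 0.49, adjusted p = 0.0018, edgeR) and -2.56 at day 7 (adjusted p = 6.2e-04). For *Klf5*, with 21.6 ± 17.2 at day −2, 106 ± 34.8 at day 1, 38.2 ± 19.2 at day 3 and 13.0 ± 6.08 at day 7 normalized labelled counts (SD, n = 3 per day), the change was 2.29 at day 1 (standard error 0.54, adjusted p = 0.0011, edgeR) and -0.73 at day 7 (adjusted p = 0.29). Without replicate A or replicate C, neither gene was called at day 1. Scaling by labelled reads gave *Top2a* a change of -1.15 at day 7, which was not called.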

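The MA class, with the highest mean at day 3 or 7, held 183 genes, 73 with their maximum at day 3 and 110 at day 7. Their median log2 change from day −2 was 0.16 at day 1, 1.88 at day 3 and 2.09 at day 7. *Pparg* had 25.7 ± 10.3 at day −2, 68.6 ± 16.8 at day 1, 78.8 ± 18.0 at day 3 and 123 ± 86.1 at day 7 normalized labelled counts (SD, n = 3 per day), and its log2 fold change at day 7 was 2.25 (standard error 0.47, adjusted p = 1.3e-04, edgeR). One replicate of day 7 overlapped the range of day −2. Without replicate A or replicate C, *Pparg* was not called at day 7. *Adipoq* was at the floor of 3 labelled reads at days −2 and 1, and reached 169 ± 3.28 normalized labelled counts at day 3 and 435 ± 8.30 at day 7 (SD, n = 3). Day 7 was at least 167-fold higher than day −2 (adjusted p = 7.9e-18, edgeR). *Cebpa* (NM_001287523.1, chromosome 7, 35120499 to 35121928) rose from 7.69 ± 5.11 to 87.1 ± 15.8 normalized labelled counts (SD, n = 3), a log2 fold change of 3.47 (adjusted p = 2.3e-07, edgeR).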

Other genes (248) showed a more gradual increase in transcription levels and their expression remained high during later stages of AD (modules 9, 10 and 11), such as *Pparg* and *Adipoq*, both known to be highly expressed in MAs (Figure 1C,D; Supplementary Figure S3E; Supplementary Table S2).

Contrary to QuantSeq, pathway enrichment analysis of SLAMseq data revealed a partial overlap between terms in PA and CE (Figure 1E). These common terms notably included mitotic regulation of the cell cycle, indicating that transcriptional upregulation of cell cycle genes required for CE is one of the earliest events following adipogenic induction. In contrast, MA-specific transcription modules 9–11 showed a strong enrichment in genes involved in fat cell differentiation and mature adipocyte functions, including triglyceride metabolism, glucose homeostasis and lipid storage (Figure 1E).

We conclude that in contrast to what we observed at the total mRNA level using QuantSeq, adipogenic induction leads to a general transcriptional downregulation of most of the genes that are transcribed in pre-adipocytes. 

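The lowest fitted log2 fold changes in labelled reads from day −2 to day 7 were those of *Ankrd1* (NM_013468.3, chromosome 19, 36111965 to 36112706), *Ptgs2* (NM_011198.4, chromosome 1, 150105783 to 150108234) and *Fbln5* (NM_011812.4, chromosome 12, 101746565 to 101750741). At day −2 they had 62.6 ± 8.95, 603 ± 311 and 58.9 ± 20.6 normalized labelled counts (SD, n = 3). At day 7 each library had 3 or fewer labelled reads of each gene, which leaves their order among falling genes open. Day 7 was at least 18.9-fold lower for *Ankrd1* (adjusted p = 1.2e-08, edgeR), at least 182-fold lower for *Ptgs2* (adjusted p = 3.2e-17) and at least 17.8-fold lower for *Fbln5* (adjusted p = 3.4e-09). *Cebpb* (NM_001287739.1, chromosome 2, 167689913 to 167690432) and *Cebpd* (NM_007679.4, chromosome 16, 15888132 to 15889545) also fell at day 7, with labelled log2 fold changes of -1.68 (adjusted p = 2.4e-04, edgeR) and -1.34 (adjusted p = 8.6e-04). Scaled by labelled reads, these were -0.27 and 0.055 and not called. Of the 18 genes that the paper names for these assays, 7 were called in labelled reads at day 1, 14 at day 3 and 16 at day 7 with the adjustment over all entries. Adjusted over the 18 genes alone, 11, 14 and 16 were called. From SLAMseq, which it contrasts with total mRNA in QuantSeq, the paper concludes that induction of adipogenesis lowers the transcription of most genes active in pre-adipocytes. In parallel, it describes a small set of pro-adipogenic genes as upregulated.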

In parallel, the transcription of a relatively small number of strongly pro-adipogenic genes is upregulated and reaches maximum output in MAs (Figure 1C-E).

### SUMO promotes transcription of pro-adipogenic genes

Next, we studied the effect of the sumoylation pathway on the transcriptional landscape of differentiating 3T3-L1 cells by treating cells with ML-792 (Figure 2A). 

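ML-792 inhibits the SUMO-activating enzyme and thereby blocks sumoylation. Cells were treated with ML-792 or with DMSO, and 3 replicates per treatment and day were sequenced as in the time course, which gave 24 libraries. The 12 libraries of ML-792 held between 13554718 and 27013352 total reads and between 115709 and 724626 labelled reads over all entries. Their median was 23797571 total and 651511 labelled reads at day −2, 16273790 and 175573 at day 1, 15437404 and 153108 at day 3, and 14472938 and 122931 at day 7. A change of the ML-792 effect over the days was tested with edgeR's quasi-likelihood F-test of the 3 interaction terms of day and treatment, at an adjusted p under 0.1. ML-792 and DMSO were also compared within each day, in 1 fit of all 8 conditions. Numbers from the labelled counts rest on less depth than those from the total counts.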

Differential expression analysis of ML-792 versus DMSO control samples revealed 5833 QuantSeq DEGs (9561 transcripts; Supplementary Table S3) and 905 SLAMseq DEGs (1334 transcripts; Supplementary Table S4). 

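The interaction was called in 2567 QuantSeq entries of 1655 genes and in 26 SLAMseq entries of 20 genes. At an unadjusted p under 0.05, there were 855 SLAMseq entries, or 8.07% of those tested. DESeq2 moved the SLAMseq number most among the settings chosen in advance, to 109 genes, and gave 2410 QuantSeq genes. With the replicate block the numbers were 87 and 3501 genes. DMSO and ML-792 libraries of the same letter and day had a mean residual correlation of 0.073 in labelled and 0.147 in total reads. Without replicate A, 5 SLAMseq and 300 QuantSeq genes were called. On simulated 4-fold interactions at the mean labelled rate of all 24 libraries, edgeR recovered 24.5% with 4 false calls and DESeq2 33.5% with 20 false calls. That rate is above the one of day 7, where the change was placed.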

Whereas QuantSeq analysis did not detect significant directionality effects of ML-792 over time on total mRNA levels (Supplementary Figure S4A), SLAMseq revealed significant and global downregulation of transcription at days 1 and 7 and upregulation at day 3 (Supplementary Figure S4B), even when looking at individual time point DEGs and applying very stringent parameters that do not best-fit our experimental conditions or SLAMseq experiments (Supplementary Figure S4C). These data indicate that sumoylation inhibition alters transcription dynamics more significantly than it alters total mRNA dynamics. 

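Over the SLAMseq entries of the interaction, the median log2 fold change of labelled reads with ML-792 was -0.12 ± 0.12 at day −2, -0.79 ± 0.10 at day 1, 0.059 ± 0.19 at day 3 and -1.20 ± 0.044 at day 7 (SD over the 3 replicates). Over all tested entries the medians were -0.18, -0.30, -0.076 and -0.37, so day 3 changed its sign. In total reads, the QuantSeq entries of the interaction had medians of 0.0028 ± 0.010, 0.015 ± 0.097, 0.078 ± 0.028 and 0.13 ± 0.067 at the same days. With ML-792, the labelled share of a library was 2.83% ± 0.206 at day −2, 1.06% ± 0.0482 at day 1, 0.958% ± 0.0369 at day 3 and 0.837% ± 0.0310 at day 7 (SD, n = 3 per day). Compared with DMSO, the share was lower by 0.344 points at day −2 (p = 0.3), 0.215 at day 1 (p = 0.1), 0.072 at day 3 (p = 0.4) and 0.190 at day 7 (p = 0.1), each from a two-sided exact permutation test of 3 libraries against 3, whose smallest p is 0.1. Over the 4 days the mean difference was -0.205 points (two-sided exact permutation of treatments within days, p = 0.0070). Paired by letter, ML-792 was lower in 11 of 12 pairs (exact sign-flip test, p = 0.0020). Within days, at an adjusted p under 0.1 and an absolute log2 fold change above 2, edgeR called no labelled entry at day −2, where 75 entries had an unadjusted p under 0.05. At day 1 it called 34 entries lower and 9 higher, at day 3 37 lower and 29 higher, and at day 7 53 lower and 3 higher. Scaled by labelled reads, 26 entries were lower and 21 higher at day 7, and 16 lower and 21 higher at day 1.

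**Figure D1:**
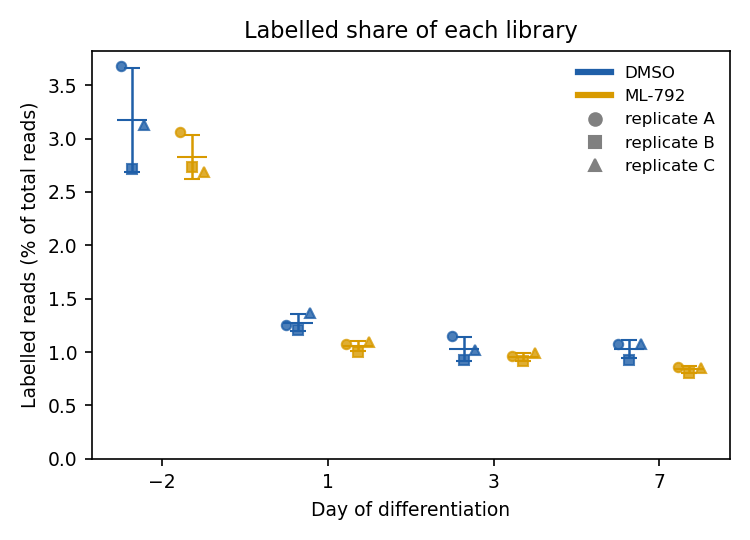
Labelled reads as a percentage of the total reads of each library (y axis) by day of differentiation (x axis), in DMSO (blue) and with ML-792 (yellow). Points are the replicates A, B and C, and bars give the mean and SD of 3 replicates. The DMSO libraries of day −2 lie between 2.71% and 3.68%, and all libraries of the later days between 0.802% and 1.36%.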

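For single genes and gene lists, a call within a day is an adjusted p under 0.1 at any fold change. Among genes so called at day 7 without overlap of the replicates, the highest fitted log2 fold changes were those of *Gm5886* (NR_111985.1, chromosome 6, 133765270 to 133765696), *Arxes2* (NM_029823.2, chromosome X, 135994502 to 135995359) and *Ccl2* (NM_011333.3, chromosome 11, 82037179 to 82037452). *Arxes2* had 17.5 ± 2.87 normalized labelled counts in DMSO and 81.04 ± 19.3 with ML-792 (SD, n = 3), a log2 fold change of 2.20 (adjusted p = 0.017, edgeR). *Ccl2* changed by 2.06 (adjusted p = 0.091, edgeR), and *Gm5886*, at the floor in DMSO, was at least 2.09-fold higher (adjusted p = 0.073). *Arxes2* and *Gm5886* have close paralogs or a parent gene that may share their reads. The lowest fitted values were those of *Dnaja4* (NM_021422.4, chromosome 9, 54714677 to 54716317), *Hic1* (NM_001098203.1, chromosome 11, 75164565 to 75165379) and *Fam114a1* (NM_026667.3, chromosome 5, 65040741 to 65041901), all at the floor with ML-792, so the values do not rank their falls against those of other genes. They were at least 2.82-, 2.00- and 1.83-fold lower (adjusted p = 0.044, 0.028 and 0.046, edgeR). DESeq2 did not call *Gm5886*, *Dnaja4* or *Fam114a1*. By the adjusted p alone, 5 genes rose and 57 fell without overlap. Chance gives 10% of unselected genes, and these were selected by the test. Of the 18 genes that the paper names, ML-792 changed 0 at day −2, 3 at day 1, 2 at day 3 and 2 at day 7 with the adjustment over all entries, and 0, 9, 9 and 5 with the adjustment over the 18 alone. At an unadjusted p under 0.05 the number at day −2 was also 0. From directional changes over time that were significant in SLAMseq and not in QuantSeq, the paper infers that blocking sumoylation alters transcription dynamics more than total mRNA dynamics.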

We therefore decided to focus our investigation on SUMO-regulated transcription using SLAMseq DEGs.

**Figure 2.**
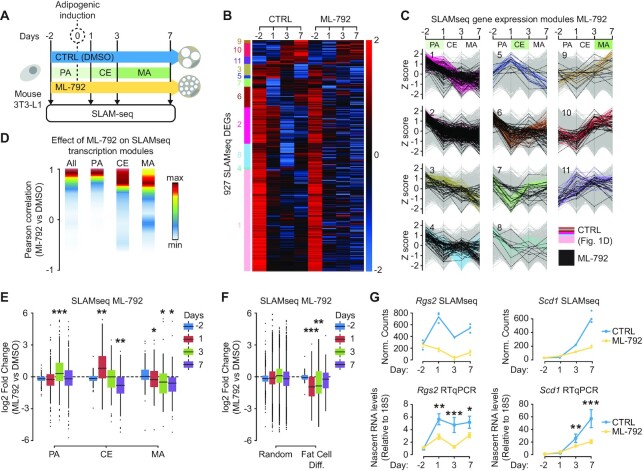
Sumoylation supports adipogenic genes transcription. (**A**) Experimental setup of time-course SLAMseq experiments in presence or absence of ML-792. CTRL: control cells were treated with DMSO. (**B**) Heatmap showing the effect of ML792 on time course SLAMseq DEGs (CTRL) identified in Figure 1D. DEGs were identified based on statistical differences between conditions (CTRL and ML-792) using a *P*-adj cutoff }{}$ < 0.1$. (**C**) Effect of ML-792 on SLAMseq transcription modules revealed in Figure 1E. Z scores are calculated for log2 transformed normalized counts. Colored lines: SLAMseq time course DEGs (CTRL); Black lines: SLAMseq time course DEGs in presence of ML-792. Module numbers (C) are indicated on the left side of the heatmap in (B). (**D**) Density plot showing the effect of ML-792 on stage-specific SLAMseq transcription modules. Pearson correlation coefficients were calculated between the transcription profiles of time course DEGs in CTRL (DMSO) and ML-792 conditions. The *y* axis, presented as Pearson correlation coefficient, is segmented into 10 bins. The number of transcripts within each bin is presented as a color code. All: All ML-792 SLAMseq DEGs; PA, pre-adipocyte; CE, clonal expansion; MA, mature adipocyte. (**E** and **F**) Boxplots showing the effects of ML-792 on the transcription of SLAMseq DEGs in stage-specific modules (E) and genes belonging to the *fat cell differentiation pathway* GO term and randomly selected genes (F). The significance of mean comparison was determine using ANOVA followed by post hoc test. *: *P* ≤ 0.05, **: *P* ≤ 0.01, ***: *P* ≤ 0.001. PA, pre-adipocyte; CE, clonal expansion; MA, mature adipocyte. (**G**) Validation of selected sumoylation-dependent MA genes by qPCR. Upper panels: Loess regression lines showing SLAMseq transcription profiles of *Rgs2* and *Sdc1* in DMSO (CTRL) and ML-792-treated cells. The *y* axis is presented as normalized counts in SLAMseq. DMSO, blue; ML-792, yellow. Lower panels: Validation of *Rgs2* and *Sdc1* transcription profiles by RT-qPCR. Data are presented as mean ± standard deviation (ML-792 versus DMSO). DMSO, blue; ML-792, yellow. The significance of mean comparison was determine using ANOVA followed by post hoc test. *: *P* ≤ 0.05, **: *P* ≤ 0.01, ***: *P* ≤ 0.001.

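*Scd1* (NM_009127.4, chromosome 19, 44394450 to 44397918) encodes a desaturase of fatty acids and *Rgs2* (NM_009061.4, chromosome 1, 143999338 to 144001679) a regulator of G protein signaling. In DMSO, *Scd1* had 14.6 ± 4.58 at day −2, 21.2 ± 7.90 at day 1, 204 ± 8.80 at day 3 and 598 ± 85.5 at day 7 normalized labelled counts (SD, n = 3 per day). With ML-792 it had 14.8 ± 6.45 at day −2, 39.4 ± 4.44 at day 1, 103 ± 5.65 at day 3 and 166 ± 16.3 at day 7 (SD, n = 3 per day). The difference at day 7 was a log2 fold change of -1.85 (standard error 0.33, adjusted p = 7.0e-04, edgeR), and the interaction of day and treatment had an adjusted p of 0.0030. For *Rgs2* the DMSO values were 313 ± 83.4 at day −2, 788 ± 87.5 at day 1, 429.7 ± 15.7 at day 3 and 589 ± 72.8 at day 7 and the ML-792 values 315 ± 42.5 at day −2, 223 ± 34.6 at day 1, 74.2 ± 27.3 at day 3 and 166 ± 39.8 at day 7 (SD, n = 3 per day). ML-792 changed *Rgs2* by -1.82 at day 1 (adjusted p = 5.7e-05, edgeR), -2.53 at day 3 (adjusted p = 7.5e-08) and -1.82 at day 7 (adjusted p = 1.3e-04), with an adjusted p of 7.0e-04 for the interaction. Without replicate A, the interaction of neither gene was called, and without replicate C that of *Scd1* was not. *Scd1* has paralogs with similar sequence, and reads could be assigned to the wrong one. *Sdc1* (XM_006515045.1, chromosome 12, 8791808 to 8793716), which was added after its values were seen because the legend names it, had 8.97 ± 6.71 normalized labelled counts in DMSO and 4.30 ± 2.03 with ML-792 at day 7 (SD, n = 3), a log2 fold change of -1.06 (adjusted p = 0.66, edgeR).

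**Figure D2:**
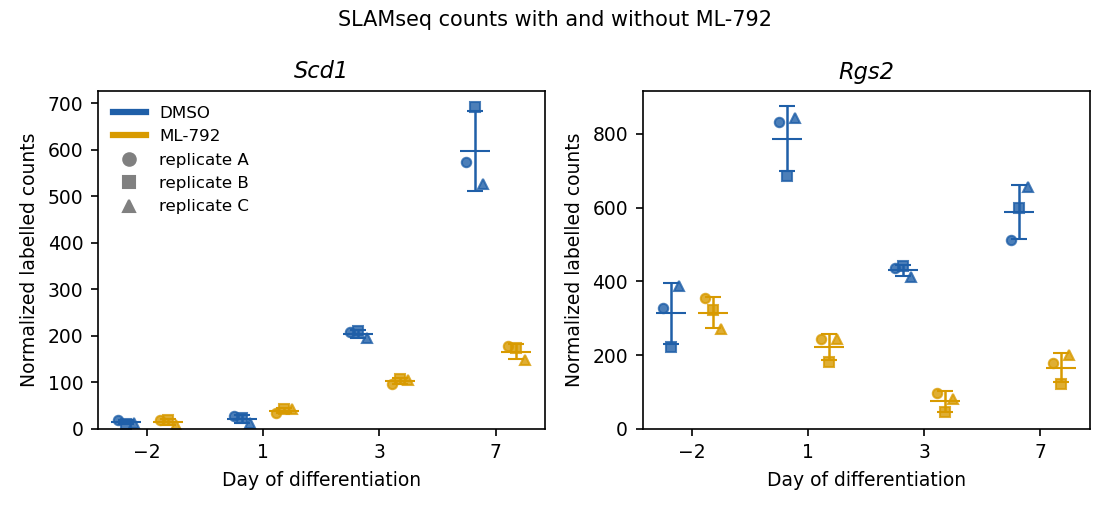
Normalized labelled counts (y axis) of *Scd1* (left) and *Rgs2* (right) by day of differentiation (x axis) in DMSO (blue) and with ML-792 (yellow). Points are the replicates A, B and C, and bars give the mean and SD of 3 replicates. At day 7 the means of *Scd1* are 598 in DMSO and 166 with ML-792.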

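Of the 20 SLAMseq genes with an interaction, 17 were also called over the DMSO time course, with 22 entries. The other 3 genes, with 4 entries, were *Ets2*, *Fam217b* and *Tnfrsf22*, which are named here only after their values were seen. At day 7 with ML-792, *Ets2* (NM_011809.3, chromosome 16, 95719139 to 95721049) changed by -2.92 (adjusted p = 0.0011, edgeR). DESeq2 gave an overlap of 89 genes. In total reads, 1416 of 1655 genes with an interaction were called over the time course.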

Among them, 636 DEGs (927 DE transcripts) were significantly regulated over the normal time course, while 407 genes were uniquely affected by ML-792 treatment (Supplementary Figure S4D). Regarding the 636 DEGs, pathway enrichment analysis revealed various processes including regulation of mitosis and fat cell differentiation, the latter being enriched beyond normal expectations (Supplementary Figure S4E,F). 

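The 17 genes with an interaction that were also called over the time course comprised 10 PA genes, 1 CE gene, which was *Rgs2*, and 6 MA genes. *Scd1* was an MA gene and *Postn* a PA gene.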

Hierarchical clustering revealed that sumoylation regulates the transcription of many genes located in PA, CE and MA modules (Figure 2B,C; Supplementary Table S4). 

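Between the mean profiles over 4 days in DMSO and with ML-792, the median Pearson correlation was 0.839 for the PA genes, -0.076 for the CE gene and -0.162 for the MA genes of the interaction. Profiles of 2 DMSO replicates correlated at 0.975, 0.893 and 0.935. Of the MA genes, *Scd1* had 0.951 and *G0s2* 0.967 between DMSO and ML-792, and the others ranged from -0.982 to 0.071. Each coefficient rests on 4 days, and the genes of the interaction were chosen for an effect of ML-792. Over all genes called in the time course, the medians were 0.928 for PA, 0.873 for CE and 0.932 for MA genes.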

Pearson correlation showed that PA modules were only mildly affected by ML-792 (Figure 2D and Supplementary Figure S4F), but that CE DEGs and in particular MA DEGs showed a strong deviation from transcription patterns observed in the control experiment (Figure 2D and Supplementary Figure S4F). This indicates that sumoylation is important for establishing the mature adipocyte program.

We next dissected the effect of sumoylation on AD modules by assessing transcriptional deregulation in each module for each time point. Interestingly, at day 3 many PA genes had failed to be downregulated when cells were treated with ML-792, indicating that the sumoylation pathway is important for repressing PA genes upon adipogenic induction (Figure 2E). 

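The effect of ML-792 on a class within a day was tested with limma's two-sided rotation test for gene sets (fry), with Benjamini-Hochberg adjustment over 12 tests, in the genes of the class with an interaction. For the 10 PA genes, the mean log2 difference was -0.28 ± 0.067 at day −2, -0.51 ± 0.17 at day 1, -0.21 ± 0.20 at day 3 and 0.065 ± 0.13 at day 7 (SD over the 3 replicates). Adjusted p was 0.066, 4.8e-04, 0.13 and 0.79 in the same order, so the difference at day 3 was not called. The genes were chosen for an interaction in the same libraries, so a call on some day is in part given by the choice. Over all PA genes of the time course the difference at day 3 was 0.031, and -0.27 at day 7, each of the opposite sign.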

We also found that ML-792 treatment caused many CE genes to remain strongly upregulated at day 1 but to become downregulated at day 7 (Figure 2E). This suggests that SUMO has a dual role in controlling these genes; it first represses these genes during entry into CE and then it reactivates them when cells enter MA stage. 

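Of the CE class as set here, 1 gene, *Rgs2*, had an interaction, which the legend of the paper's qPCR panel names among MA genes. The mean difference with ML-792 was 0.037 ± 0.53 at day −2 and -1.82 ± 0.070 at day 1 (SD over the 3 replicates, adjusted p = 7.5e-06, limma), followed by -2.57 ± 0.60 at day 3 and -1.83 ± 0.40 at day 7 (adjusted p = 7.5e-06). Over all 76 CE genes the differences were -0.72 at day 1, -0.21 at day 3 and -0.16 at day 7. Over all CE genes, day 1 was called and days 3 and 7 were not.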

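The 6 MA genes with an interaction differed with ML-792 by 0.44 ± 0.10 at day −2, 0.61 ± 0.11 at day 1, -0.036 ± 0.14 at day 3 and -1.86 ± 0.22 at day 7 on the log2 scale (SD over the 3 replicates). The tests at day 1 (adjusted p = 1.2e-04, limma) and day 7 (adjusted p = 7.7e-09) were called, which the choice of genes by their interaction favours. These 6 genes include *Mt1* and *Mt2*, paralogs that may share reads. Over all 183 MA genes of the time course the differences were -0.14 at day 1, -0.39 at day 3 and -0.37 at day 7, so day 1 changed its sign. With labelled counts scaled by labelled reads, the difference over all MA genes at day 7 was -0.082 and not called, a setting chosen after seeing the data.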

Finally, there was a substantial group of MA genes that failed to become activated in presence of ML-792 (Figure 2E), showing that sumoylation supports their transcription in mature adipocytes. More specifically, ML-792 treatment resulted in downregulation of MA-specific genes involved in fat cell differentiation starting from day 1 after adipogenic induction, while transcription of an equal number of randomly selected control genes was not affected (Figure 2F and Supplementary Table S4). The inhibitory effect of ML-792 on the transcription of adipogenic genes was validated for *Scd1* and *Rgs2* by qPCR (Figure 2G) (50,51).

Taken together, these data indicate that sumoylation has a complex and dynamic function in regulating the adipocyte differentiation program. In the early stages of AD, it is important for repression of PA genes and activation of CE genes, whereas in later stages it is required for maintaining high transcription levels of genes involved in fat cell differentiation and adipogenic function in mature adipocytes.

### SUMO supports the transcriptional identity switch from pre-adipocyte to mature adipocyte

Previous studies showed that the SUMO-2/3 chromatin landscape is highly dynamic in response to various signals (6–9,12). To gain insight into the dynamics and location of SUMO-2/3 at the chromatin during AD we performed ChIPseq experiments using an anti SUMO-2/3 antibody (Figure 3A). For the sake of simplicity and better readability, SUMO-2/3 will be simply referred to as SUMO in the rest of this study. PCA revealed good correlation between biological replicates and strong variation between time points (Supplementary Figure S5A). We identified 35 659 SUMO peaks (Supplementary Table S5), which were primarily located at transcription units, especially at promoters (Supplementary Figure S5B). Strikingly, both the number and intensity of SUMO peaks increased after induction of adipogenesis (Figure 3B). About 1850 significant differential SUMO binding sites were identified over the time course (Supplementary Table S5). Pathway enrichment analysis showed that SUMO peaks are overrepresented at genes involved in fat cell differentiation and genes with hallmark MA functions, such as lipid metabolism (Supplementary Figure S5C).

**Figure 3.**
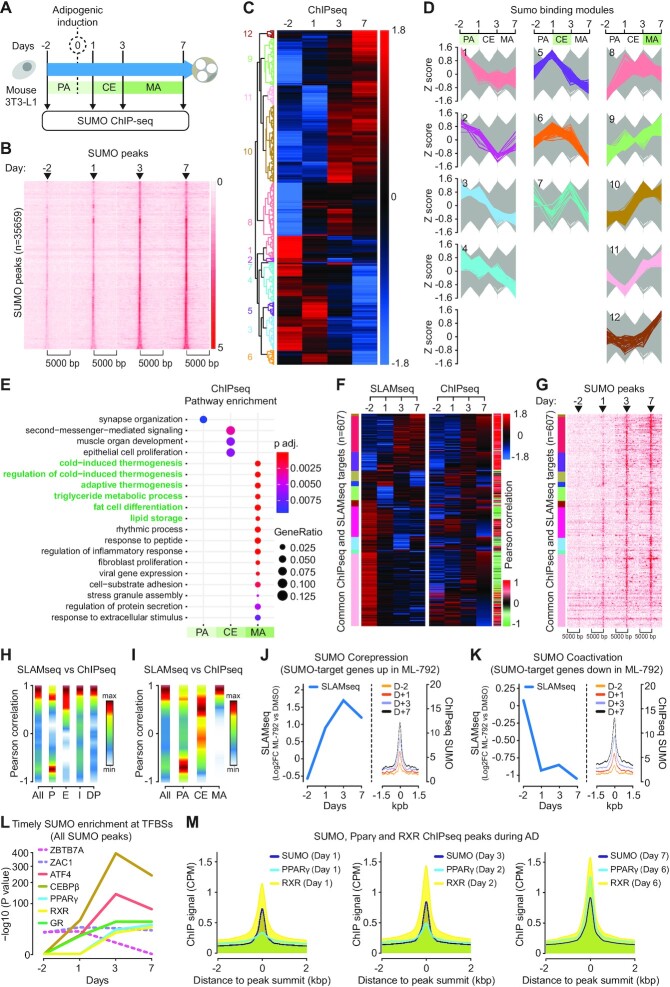
A dual role for SUMO at the chromatin. (**A**) Experimental setup of time-course ChIPseq experiment. (**B**) Heatmaps of SUMO occupancy within a 10 kb window centered on all SUMO peak summits. SUMO peaks are sorted by increasing size. The intensity represents log10 transformed FPKM. (**C** and **D**) Hierarchical clustering of differentially enriched SUMO peaks during the time course (C). Clusters are further categorized to 3 stage-specific modules: PA, CE and MA (D). Z scores are calculated for log2 transformed normalized tags. PA, pre-adipocyte; CE, clonal expansion; MA, mature adipocyte. Module numbers (D) are indicated on the left side of the heatmap in (C). (**E**) Pathway enrichment analysis of SUMO target genes belonging to PA, CE and MA modules. (**F**) Heatmaps showing the SLAMseq time course clusters (Figure 1D) and corresponding SUMO ChIPseq peaks. Pearson correlation coefficients between transcription levels and SUMO occupancy of genes are indicated by gradient color. (**G**) Heatmaps of SUMO occupancy at the genes within a 10 kb window centered on peak summits. SUMO peaks are sorted in the same order as in (F). The intensity represents log10 transformed FPKM. (**H** and **I**) Distributions of Pearson correlation coefficients showed in (F) in groups categorized base on genomic locations of SUMO peaks (H) and AD modules (I). All: all SUMO peaks, P: promoter-TSS, E: exon, I: intron, DP: distant promoter. PA, pre-adipocyte; CE, clonal expansion; MA, mature adipocyte. The *y* axis, presented as Pearson correlation coefficient, is segmented into 10 bins. The number of transcripts within each bin is presented as a color code. (**J**) The corepressor function of SUMO. Left panel: Profile (Loess regression lines) of SLAMseq DEGs that are upregulated in presence of ML-792. The result is presented as log2 fold change between DMSO (CTRL) and ML-792-treated cells. Right panel: Mean profile of SUMO occupancy (ChIPseq coverage) within a 3 kb window at genes upregulated in ML-792-treated cells. (**K**) The coactivator function of SUMO. Left panel: Profile (Loess regression lines) of SLAMseq DEGs that are downregulated in presence of ML-792. The result is presented as log2 fold change between DMSO (CTRL) and ML-792-treated cells. Right panel: Mean profile of SUMO occupancy (ChIPseq coverage) within a 3 kb window at genes downregulated in ML-792-treated cells. (**L**) Waves of enrichment of adipogenic transcription factor binding sites (TFBS) at SUMO peaks during AD. Dashed lines: Examples of enrichment of non-adipogenic TFBSs. All SUMO peaks were analyzed in an unbiased manner. *P* value accounts for motif enrichment. (**M**) Mean profiles of SUMO, PPARγ and RXR ChIPseq signals within a 4 kb window centered on peak summits during AD. CPM (counts per million reads mapped) was used for comparing multiple ChIPseq data. PPARγ and RXR ChIPseq data originate from a previously published study (41).

Hierarchical clustering identified SUMO binding modules with the highest ChIP signals at PA, CE and MA stages (Figure 3C,D and Supplementary Table S5). PA modules 1–4 contained 544 SUMO peaks of which the intensity decreased upon adipogenic induction. These peaks were assigned to a heterogeneous set of genes that did not show significant pathway enrichment (Figure 3E). The same was observed for CE modules 5–7 that contained 170 peaks with highest intensity at day 1 or 3 (Figure 3E). Finally, MA modules 8–12 contained 1136 peaks with highest intensity in MAs and a very strong enrichment for genes involved in adipogenic functions as well as adaptive thermogenesis (Figure 3E). These data indicate that chromatin-bound SUMO may support adipocyte function and metabolism via transcriptional regulation.

By comparing the SLAMseq transcription modules identified in Figure 1D with SUMO ChIPseq data, followed by hierarchical clustering, we found that distinct peaks of SUMO were present both at repressed genes and at activated genes upon induction of adipogenic differentiation (Figure 3F,G and Supplementary Table S5). Pearson scoring revealed a general positive correlation between transcription and the presence of SUMO (Figure 3H,I), which was especially true for exons, introns and distant promoters (Figure 3H). However, the presence of SUMO at promoter regions both positively and negatively correlated with transcription (Figure 3H). 

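In SLAMseq, *Klf10* had 465 ± 102 at day −2, 71.2 ± 7.43 at day 1, 46.6 ± 20.6 at day 3 and 56.5 ± 8.04 at day 7 normalized labelled counts in DMSO (SD, n = 3 per day). Its log2 fold change was -2.71 at day 1 (adjusted p = 1.1e-07, edgeR), and no DMSO library of a later day reached the lowest of day −2. ML-792 moved *Klf10* by 0.98 at day 1 (adjusted p = 0.17) and 0.97 at day 3 (adjusted p = 0.23, edgeR), neither of which was called.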

Most PA genes, including the AD inhibitor *Klf10*, appeared to be repressed in presence of SUMO upon induction of adipogenic differentiation (Figure 3I and Supplementary Figure S5D). 

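*Fabp4* (NM_024406.2, chromosome 3, 10204342 to 10204519) encodes a fatty acid binding protein. It had 10.3 ± 7.46 at day −2, 20.9 ± 4.83 at day 1, 845 ± 206 at day 3 and 757 ± 70.0 at day 7 normalized labelled counts in DMSO (SD, n = 3 per day), a log2 fold change of 6.20 at day 7 (adjusted p = 2.7e-17, edgeR).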

In clear contrast, the presence of SUMO at CE genes and in particular at MA genes, such as the adipogenic gene *Fabp4*, showed a positive correlation with transcription (Figure 3I and Supplementary Figure S5D).

Based on these findings, we hypothesized that adipogenic stimulation on the one hand leads to increased sumoylation of transcription factors to inhibit transcription of PA genes, while on the other hand it increases transcription of MA genes. We integrated ML-792 SLAMseq data with CTRL SLAMseq and ChIPseq datasets by hierarchical clustering (Supplementary Figure S5E and Supplementary Table S5). This revealed two main categories of SUMO-target genes. In the first category, SUMO-target genes were upregulated upon treatment with ML-792, which indicates a corepressor function of SUMO (Figure 3J, Supplementary Figure S5F and Supplementary Table S5). 

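*Postn* (NM_001313899.1, chromosome 3, 54390300 to 54391041) and *Klf13* (NM_021366.3, chromosome 7, 63886351 to 63891507) represent this category in Supplementary Figure S5F. *Postn* had 20.3 ± 6.34 normalized labelled counts at day 3 in DMSO and 128 ± 51.5 with ML-792 (SD, n = 3), a log2 fold change of 2.65 (standard error 0.41, adjusted p = 3.9e-05, edgeR). Its interaction of day and treatment had an adjusted p of 0.030, and was not called without replicate A or replicate C. *Klf13* had 26.0 ± 10.5 and 55.1 ± 15.7 normalized labelled counts at day 3 (SD, n = 3), a change of 1.08 that was not called (adjusted p = 0.32, edgeR). In total reads, ML-792 raised *Klf13* by 1.38 at day 3 (adjusted p = 7.1e-04, edgeR).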

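*Lipe* (NM_001039507.2, chromosome 7, 25379527 to 25379960), which encodes a lipase, and *Ywhag* (NM_018871.3, chromosome 5, 135908379 to 135910994), which encodes a 14-3-3 protein, are the genes of Supplementary Figure S5F for the other category. At day 7, *Lipe* had 163 ± 21.5 normalized labelled counts in DMSO and 169 ± 50.2 with ML-792 (SD, n = 3), a log2 fold change of 0.055 (adjusted p = 0.99, edgeR). *Ywhag* had 340.5 ± 42.4 and 164 ± 62.5 (SD, n = 3), a change of -1.05 that edgeR did not call (adjusted p = 0.15). DESeq2 (adjusted p = 0.055) and the replicate block (adjusted p = 0.012) called it.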

In the second category, SUMO-target genes were downregulated upon treatment with ML-792, which indicates a coactivator function of SUMO (Figure 3K, Supplementary Figure S5F and Supplementary Table S5). Generally, genes activated by SUMO are involved in fat cell differentiation and carbohydrate metabolism, whereas genes repressed by SUMO are not related to adipogenesis (Supplementary Figure S5G).

We conclude that (i) chromatin-bound SUMO has a dual role during AD by repressing PA genes while promoting MA genes and (ii) that SUMO plays an instrumental role in the transcriptional identity switch from pre-adipocyte to mature and functional adipocyte.

### Adipogenic differentiation is associated with waves of SUMO on chromatin

To identify potential transcription factor binding sites (TFBS) enriched for SUMO, we performed an unbiased motif search at all SUMO ChIPseq peaks. We did not find a significant enrichment for adipogenic TFBS sequences at day −2 (Figure 3L and Supplementary Table S6). However, we observed significant recruitment of SUMO at critical adipogenic TFBSs over time after stimulation of adipogenic differentiation (Figure 3L; Supplementary Figure S5H and Supplementary Table S6). A first wave of SUMO was detected at binding sites for CEBPβ, GR and ATF4 shortly after adipogenic induction from day 1 until day 7. A second wave of SUMO occurred at PPARγ and RXR response elements, starting on day 3 and lasting until day 7 (Figure 3L and Supplementary Figure S5H). In parallel, the presence of SUMO at non-adipogenic TFBSs, like at the binding sites for the repressor ZBTB7A and the inhibitor of cell proliferation ZAC1, was either reduced or remained unchanged upon adipogenic induction.

We then focused on SUMO peaks found at SLAMseq DEGs. At these genes, the binding of SUMO at adipogenic TFBSs was more significant than at any other non-adipogenic TFBS (Supplementary Figure S5I and Supplementary Table S6). These data indicate that the increasing presence of SUMO at the chromatin during AD is specifically directed toward adipogenic TFBSs.

To validate these findings, we compared our SUMO ChIPseq data with published PPARγ/RXR ChIPseq (41) and found that there was a very significant and progressive timely overlap between the location of SUMO, PPARγ and RXR peaks during AD (Figure 3M and Supplementary Table S7). Notably, SUMO recruitment to PPARγ/RXR TFBSs followed the known timeline of recruitment of these TFs during AD (41,52).

These data indicate that the increase in SUMO levels at genes during AD occurs at very specific adipogenic TFBS like CEBPβ, GR and PPARγ/RXR.

### Site-specific characterization of the SUMOylome during adipocyte differentiation

Our ChIPseq data show that SUMO binds to specific TFBSs during AD. To identify adipogenesis-specific SUMO-2/3 substrates, we carried out site-specific characterization of the endogenous SUMOylome by mass spectrometry during AD (Figure 4A) (4). PCA of SUMO-modified lysine residues of four independent experiments demonstrated high reproducibility between replicates and considerable differences between the time points (Supplementary Figure S6A,B). Across all time points, fractions and biological replicates, we identified 5230 SUMO-modified peptides that mapped to 3706 unique SUMO sites. Out of all SUMO sites, 3137 (∼85%) could be quantified in quadruplicate (Supplementary Table S8).

**Figure 4.**
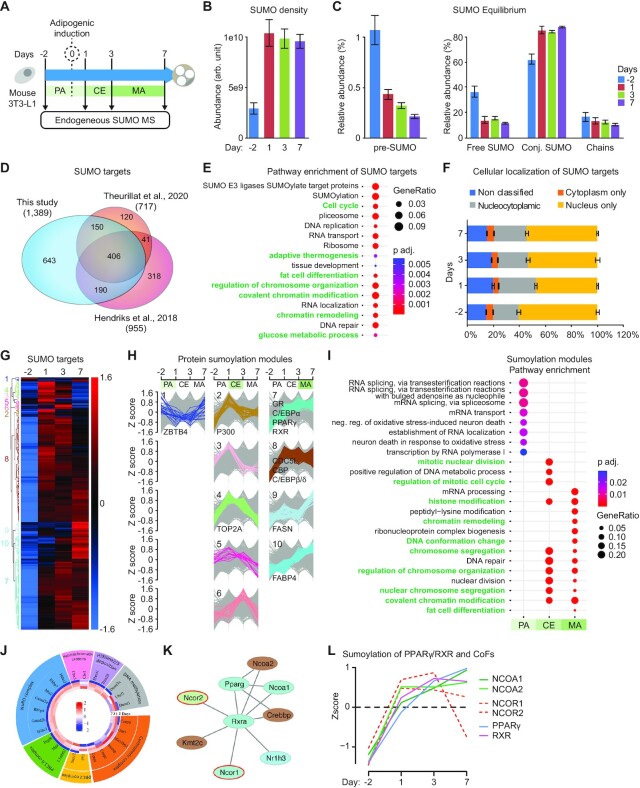
Site specific characterization of the endogenous SUMOylome of differentiating adipocytes. (**A**) Experimental setup of time-course endogenous SUMO-2/3 proteomics. (**B**) Quantification of total SUMO-2/3 density during adipogenesis (normalized to input amount; *n* = 4). (**C**) Quantification of the SUMO2/3 equilibrium during adipogenesis. Left: Fraction of total SUMO existing as immature SUMO (pre-SUMO). Right: Fraction of total SUMO existing as free SUMO, SUMO conjugated to target proteins and SUMO chains. The *y* axis is presented as relative abundance to total SUMO-2/3 density at each time point (*n* = 4). (**D**) Venn diagram of SUMO targets identified in this study and two recently published studies that used endogenous detection of sumoylated sites. (**E**) Pathway enrichment analysis of SUMO targets identified by mass spectrometry. (**F**) The percentage of all SUMO targets located in the nucleus, the cytoplasm or both during adipogenesis. (**G**) Hierarchical clustering of SUMO targets (G). Clusters are categorized in three sumoylation modules (H): PA, pre-adipocyte; CE, clonal expansion; MA, mature adipocyte. Module numbers (H) are indicated on the left side of the heatmap in (G). (**I**) Pathway enrichment analysis of proteins belonging to PA, CE and MA sumoylation modules. (**J**) Circular plot showing the representative SUMO targets involved in epigenetic and chromatin remodeling complexes at each time point during adipocyte differentiation. The dynamics of sumoylation intensity during AD is presented in the circular heatmap. *Z* scores are calculated for log2 transformed label-free quantified (LFQ) values. (**K**) STRING network of SUMO targets within the PPARγ/RXR complex. Repressors are outlined with a red line. (**L**) Loess regression plot of sumoylation intensity for selected SUMO targets in PPARγ/RXR complex. Solid line: PPARγ, RXR and co-activators; dashed line: co-repressors. Z scores are calculated for log2 transformed label-free quantified (LFQ) values.

In accordance with SUMO western blots (Supplementary Figure S1C), MS experiments showed that the overall density of SUMO increases upon adipogenic induction (Figure 4B). Furthermore, when we analyzed the SUMO equilibrium, i.e. the distribution of SUMO across the entire system and whether it exists in a free or in a conjugated form, we found a larger portion of immature as well as free SUMO prior to induction of differentiation (Figure 4C). Upon adipogenic induction the consumption of free SUMO increased to reach near-maximum levels at the later time points (Figure 4C). We then correlated our whole transcriptome data (QuantSeq) to the sumoylome of differentiating adipocytes. 

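Supplementary Table S8 lists ratios of sumoylation sites. Of these, 826 sites were read, a part of those that the paper reports, and 410 genes matched to the QuantSeq entries. Across these genes, which are not independent replicates, the Spearman correlation between the median site ratio of a gene and its log2 fold change in total reads was 0.093 ± 0.039 at day 1, 0.174 ± 0.037 at day 3 and 0.293 ± 0.030 at day 7 (SD over the 3 QuantSeq replicates). With the site of the largest intensity in place of the median, the correlations were 0.056, 0.142 and 0.270.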

Knowing that the transcriptome has a predictive value for determining the expected proteome (15,53), we did not find any correlation between the expression of proteins and their sumoylation throughout adipogenesis (Supplementary Figure S6C,D). Although we cannot exclude the possibility that changes in individual proteins levels are in part responsible, these data indicate that the increased detection of SUMO sites during AD is not due to a global increase in the abundance of proteins. Therefore, changes in the levels of the mRNA or the protein do not predict whether this protein is a SUMO target, which is consistent with a previous report (15). We did not detect significant alteration of the formation of SUMO chains during AD (Figure 4C).

In total, we identified 1389 SUMO target proteins, of which 1250 could be quantified in quadruplicate with high reproducibility (Supplementary Figure S6E and Supplementary Table S8). This is presently the largest number of SUMO targets identified using this methodology (Figure 4D) (4,15). In addition, despite a significant overlap of SUMO targets between our study and previous ones, we identified a very large number (643) of adipocyte-specific SUMO targets (Figure 4D), which indicates that adipocyte differentiation heavily relies on sumoylation. Pathway enrichment analysis showed that these targets are involved in chromatin regulation, transcription, chromosome maintenance and cell cycle progression (Figure 4E and Supplementary Table S8), with specific enrichment of pathways that are critical for adipose tissue development, function, adaptive thermogenesis and brown cell differentiation (Figure 4E and Supplementary Table S8). Remarkably the majority of SUMO targets (∼80%) are nuclear or nucleocytoplasmic proteins while only ∼5% are cytoplasmic (Figure 4F and Supplementary Table S8), which is consistent with previous studies (5).

Hierarchical clustering of the SUMO targets underlined the sharp remodeling of the SUMOylome occurring after adipogenic induction (Figure 4G and Supplementary Table S8). Only very few proteins (21) were highly sumoylated at PA stage; a notable example being the transcriptional repressor ZBTB4 (Figure 4G,H and Supplementary Figure S6F). 174 out of 1250 SUMO targets became highly sumoylated during CE (Figure 4G,H). These proteins are involved in mitotic chromosome and centromere regulation, nucleosome modification and DNA methylation, and include TOP2A, CDCA5, P300, CENPS, DNMT1, HDAC2 and HDAC4 (Figure 4H–J and Supplementary Figure S6F), supporting the idea that SUMO is important for mitotic events and chromatin regulation during CE. The 1055 MA-specific targets were enriched for proteins critical for transcriptional silencing like polycomb and DNMT1, chromatin remodeling like NuRD, histone modifications like CBP and TRIM28 and fat cell differentiation like the pro-adipogenesis TFs GR, CEBPα/δ, PPARγ and RXR (Figure 4H–J and Supplementary Figure S6F). These targets also include a few proteins involved in fat metabolism, such as FABP4 or FASN (Supplementary Figure S6F). Thus, sumoylation of adipogenic TFs clearly correlates with MA stage and indicates that SUMO supports adipogenic function at the transcription level.

Next, we mapped the interaction network of sumoylated TFs using STRING network analysis (54). Integration of the STRING network with sumoylation modules revealed that two TFs/CoFs were sumoylated in PA, 12 in CE and 96 in MA modules (Supplementary Figure S6G). Interestingly, only nine proteins were classified as transcriptional repressors (Supplementary Figure S6G). A major interaction node was centered on CDC5l and interactors, which are sumoylated early during AD and in MAs (Supplementary Figure S6G and Supplementary Table S8). Interestingly, CDC5l is involved in mitotic progression and has been associated with fast cell cycle progression during the early phase of stem cell reprogramming (55), suggesting that sumoylation of CDC5l and its interactors contributes to cell cycle progression during CE. Another major node is centered on the histone acetyltransferase CREBBP (CBP), which is an interaction partner and transcriptional co-activator for many TFs, including the nuclear receptors PPARγ/RXR (Figure 4H and Supplementary Figure S6F,G). PPARγ/RXR response elements are strongly occupied by SUMO in MA stage (Figure 3L,M), consistent with a model in which sumoylation of PPARγ/RXR and coactivators is important for transcriptional regulation in mature adipocytes. Indeed, PPARγ/RXR co-repressors may not contribute as much as co-activators to the SUMO signal detected at PPREs because NCOR1 and NCOR2 sumoylation is lower in MA than in CE stage whereas sumoylation of NCOA1, NCOA2, NURD and PPARγ/RXR reached maximum levels in mature adipocytes (Figure 4K,L).

These data indicate that the timely sumoylation of mitotic, chromatin and transcriptional regulators supports the CE and MA stages of AD. Furthermore, our data strongly suggest that sumoylation of chromatin bound PPARγ/RXR and their CoFs supports adipogenic transcription.

### Sumoylation supports transcription of PPARγ/RXR target genes in mature adipocytes

Our data indicate that the SUMO peaks detected at PPARγ/RXR binding sites (Figure 3 and Supplementary Figure S3) are due to the presence of sumoylated TFs and co-activators, including PPARγ/RXR itself (Figure 4). We integrated the SUMO MS, SUMO SLAMseq, SUMO ChIPseq, and PPARγ/RXR ChIPseq datasets and focused on PPARγ/RXR target genes of which the regulation is critical during AD (41). We identified 143 DEGs, both normal time-course DEGs and ML-792 DEGs, at which SUMO perfectly overlapped with PPARγ/RXR (Figure 5A and Supplementary Table S9). Note that these genes are adipogenic genes (Supplementary Figure S7A) that are either repressed (PA genes) or activated (MA genes) by adipogenic stimulation (Figure 5B and Supplementary Figure S7B). PPARγ/RXR became sumoylated upon adipogenic induction, which was subsequently followed by an increased presence of SUMO at PPARγ/RXR response elements (Supplementary Figure S7B; *example of Scd1 gene in*Supplementary Figure S7C). 

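Supplementary Table S9 lists 149 entries of common targets of PPARγ, RXR and SUMO, of which 148 were tested in SLAMseq, 117 in its PA modules and 31 in its MA modules. With ML-792, the mean log2 difference of the PA targets was -0.15 ± 0.16 at day −2, -0.42 ± 0.10 at day 1, -0.078 ± 0.051 at day 3 and -0.45 ± 0.050 at day 7 (SD over the 3 replicates). For the MA targets it was -0.041 ± 0.17 at day −2, -0.15 ± 0.18 at day 1, -0.25 ± 0.088 at day 3 and -0.49 ± 0.12 at day 7. The adjusted p over the 8 tests, from limma's fry, ranged from 0.11 to 0.71, and none was under 0.05. With the replicate block, PA at days 1 and 7 and MA at day 7 were under 0.05.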

Importantly, treatment with ML-792 led to the downregulation of PA genes and upregulation of MA genes at day −2, whereas MA genes were strongly downregulated at day 7 (Figure 5B,C and Supplementary Figure S7B,C).

**Figure 5.**
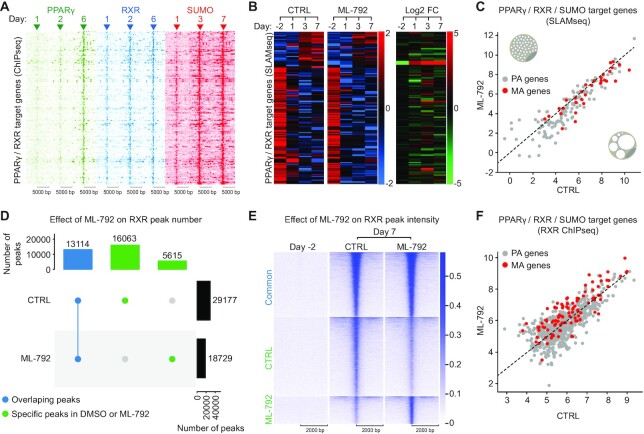
PPARγ, RXR and SUMO promote adipogenic genes transcription. (**A**) Heatmaps of PPARγ, RXR and SUMO occupancy within a 10 kb window centered on common peak summits of PPARγ/RXR/SUMO common target genes. The intensity of ChIPseq signals is presented as log10 transformed Fragments Per Kilobase of transcript per Million mapped reads (FPKM). SUMO peaks are sorted according to the order of the rows in (B). (**B**) Hierarchical clustering of PPARγ/RXR/SUMO common target genes identified in (A). *Z* score is calculated for log2 transformed normalized counts. (**C**) Scatter plot showing the global downregulation of transcription of PPARγ/RXR/SUMO common target genes upon ML-792 treatment at day 7. The nascent transcription levels (SLAMseq) are presented as log2 transformed normalized counts. In normal conditions SUMO supports the transcription of PPARγ-RXR target genes to promote the formation and function of mature adipocytes (MA) (lower right adipocyte). Downregulation of MA-specific SUMO target genes by ML-792 leads to lipoatrophy (upper left adipocyte). (**D**) Upset plot presenting the number of overlapping peaks when comparing RXR ChIPseq in DMSO (CTRL) and in ML-792 at day 7 post adipogenic induction. (**E**) Heatmap showing the effect of ML-792 on the intensity of overlapping, CTRL and ML-792 peaks at day 7 post adipogenic induction. (**F**) Scatter plot showing the alteration of RXR occurrence at PPARγ/RXR/SUMO common target genes in (A–C) upon ML-792 treatment. Gray dots: PA genes; Red dots: MA genes. RXR occurrence (ChIPseq) is presented as log2 normalized Tags.

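With ML-792, 115 of the 148 tested entries of common targets had a negative labelled log2 fold change at day −2, 104 at day 1, 95 at day 3 and 108 at day 7. Of the 148, edgeR called 0, 16, 12 and 13 at these days with the adjustment over all entries, in either direction. Adjusted over the list alone, 1, 36, 40 and 41 were called, and 1, 44, 49 and 44 had an unadjusted p under 0.05. Since the list comes from the paper's own calls on these data, the number over the list alone shows no stability. Scaled by labelled reads, the mean difference at day 7 was -0.19 for the PA and -0.17 for the MA targets.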

We then hypothesized that the transcriptional deregulation in ML-792-treated cells was linked to an alteration of the chromatin. To address this, we analyzed the chromatin occurrence of RXR in absence or presence of ML-792 using ChIPseq at day −2 and day 7. Consistent with previous studies, RXR was weakly detected at day −2 and strongly detected at day 7 post adipogenic induction (Supplementary Figure S7D) (41). At day 7, differential peak analysis revealed a strong divergence between CTRL cells and ML-792 treated cells (Supplementary Figure S7E). First, we detected 10 448 less RXR peaks in ML-792-treated cells (18 729) than in DMSO-treated cells (29 177) (Figure 5D and Supplementary Table S10). Second, 5615 RXR peaks were specifically detected in ML-792-treated cells but not in control cells (Figure 5D and Supplementary Table S10). Third, although there are significant variations within each cluster, common DMSO/ML-792 peaks were overall not affected by sumoylation inhibition while the intensity of DMSO-specific peaks and ML-792-specific peaks decreased and increased, respectively (Figure 5E and Supplementary Figure S7F). These data show that while many RXR peaks remain unaffected, inhibition of sumoylation led to a significant decrease of RXR occurrence at the chromatin as well as the appearance of ML-792-specific peaks of RXR.

Pathway enrichment analysis of the genes belonging to each of the three clusters described in Figure 5E revealed the enrichment of numerous pathways and an important overlap between clusters (Supplementary Figure S7G). This is due to the large number of RXR targets in each cluster. However, our results show that the ML-792 cluster is enriched for genes involved in fat cell differentiation, suggesting that inhibition of sumoylation enhanced the occurrence of RXR at adipogenic genes.

We then addressed the link between alteration of RXR occurrence at the chromatin and transcriptional deregulation in ML-792 by comparing RXR ChIPseq and SLAMseq. Despite significant alterations of RXR levels at the chromatin between clusters in Figure 5E, we did not detect a strong global effect on transcription of RXR target genes (Supplementary Figure S7H). This is not surprising since RXR is not the only sumoylated TF regulating these genes. Nonetheless, we observed that the increase of RXR occurrence in the ML-792 cluster correlated with a mild yet significant increase of the transcription of corresponding RXR target genes (Supplementary Figure S7H).

On the other hand, at SUMO/RXR/PPARγ target genes, which are downregulated by ML-792 (see Figure 5A–C and supplementary Figure S7B), transcriptional inhibition was linked to the deregulation of RXR recruitment (Figure 5F). Specifically, at MA genes like *Scd1*, the occurrence of RXR was increased in presence of ML-792 (Figure 5F and Supplementary Figure S7I).

These data indicate that the regulation of PPARγ/RXR target genes in response to adipogenic stimulation requires the activity of the sumoylation pathway. Inhibiting the sumoylation process down-regulates these genes, which is linked to alteration of the occurrence of RXR at the chromatin and resulted in lipoatrophy (Supplementary Figures S1B and S5C).

## DISCUSSION

Evidence that the sumoylation pathway supports adipose tissue formation and function has been provided by previous studies (16–21). The majority of these studies have concluded that sumoylation generally inhibits adipogenic transcription factors. This view of sumoylation has been dominant for many years, but recent systematic large-scale studies have revealed that SUMO not only represses but can also promote transcription, depending on the cellular system and the physiological context (2,56). Systematic analysis of the dynamics of SUMO-regulated gene expression in differentiating adipocytes has thus far not been performed. In the current study we have shown that adipogenesis involves a dramatic mobilization of the sumoylation pathway, a dynamic reorganization of the sumoylome at transcription units, and that SUMO is important for establishment and robustness of the adipogenic transcription program to enforce the identity shift from pre-adipocyte to mature adipocyte.

As previously published in other cellular systems, the abundance of mature mRNAs compared to nascent RNAs and compensatory mechanisms that increase mRNA stability upon transcriptional inhibition may occlude transcriptional changes that could lead to the discovery of factors that regulate transcription (48,49). To investigate adipogeneic transcription, we characterized nascent transcriptome dynamics during adipogenesis using SLAMseq. Interestingly, comparison of SLAMseq data with total mRNA dynamics (QuantSeq) revealed important deviations. As previously observed, total mRNA dynamics featured gene expression modules involving large numbers of genes and intricate dynamics (41,46). In contrast, SLAMseq revealed a severe transcriptional switch from PA to MA stages: PA genes (92%) are repressed and MA (also some CE) genes (8%) are induced. Regulation of transcription upon adipogenic induction is thus much sharper than what can be observed using more classical RNA-seq methods or QuantSeq. Our data also reveal a delay between transcriptional regulation and alteration of total mRNA levels. Finally, the effect of sumoylation inhibition on nascent transcripts (SLAMseq) was more pronounced than on total mRNA levels (QuantSeq). This is consistent with the mild alteration of total mRNA levels by ML-792 that was previously observed in another cellular system using classical mRNAseq (43). The divergence between transcription and total mRNA data might be due to compensatory mechanisms regulating mRNA stability, which could also play an important role during adipogenesis. The investigation of the biological significance of the deviation between transcription and mRNA stability during adipogenesis will be the subject of our follow-up studies.

The presence of SUMO on chromatin is generally believed to be associated with the establishment of repressive chromatin (9,10,12,13,15). Indeed, we found that SUMO has a predominantly repressive function at the early stages of AD, when 92% of PA genes are repressed; treatment with ML-792 results in unscheduled activation of these genes. The mechanism by which SUMO represses these genes is the focus of our ongoing studies. Sumoylation of transcriptional activators could inhibit their transactivation activity via the recruitment of corepressors that close the chromatin, as has recently been shown for the glucocorticoid receptor in HEK-293 cells (6). Alternatively, our MS data indicate that modification by SUMO may result in the recruitment or activation of chromatin silencers that establish and maintain PA gene silencing in mature adipocytes, such as the heterochromatin polycomb complex or DNMTs (9,15).

Of note, the sumoylation pathway also has a distinct positive effect on transcription of a subset of genes. Here, adipogenic induction results in increased levels of SUMO to genes known to be important for the MA state, and the presence of SUMO at these genes correlated positively with their transcription. We observed an unexpected dynamic involvement of SUMO in regulation of transcription during AD, which appears to involve two waves of sumoylation at the promoter of MA genes. The early wave mainly involves ATF4, CEBPβ and GR binding sites. Interestingly, CEBPβ and GR have been shown to be critical for adipogenic transcription in the first hours after adipogenic induction (40,52). These proteins (and also CEBPδ) also rank amongst the earliest and top SUMO targets in our sumoylome study. Given that sumoylation of GR regulates its transactivation activity in other cellular types (6), our data suggest that sumoylation of these factors regulates the transcription of immediate adipogenic genes. GR and cEBPs bind the chromatin almost immediately after adipogenic induction (57), but we started collecting samples 24 h after adipogenic induction. This is a limitation of our study that prevented a precise investigation of the regulation of these early factors by SUMO (as well as other relevant SUMO targets), which will be the scope of another study using dedicated experimental conditions.

The second wave of sumoylation hits PPARγ/RXR response elements (PPRE) and peaks at the MA stage. It is possible that multiple components of the PPARγ/RXR complex become sumoylated because our MS data show that the PPARγ/RXR coactivators Ncoa1, Ncoa2 and CBP and chromatin remodeling complexes like NuRD are all SUMO targets. Exactly how SUMO regulates these proteins to activate transcription remains to be established but could involve stabilization of protein–protein interactions within the complex or regulation of chromatin occurrence.

Given that the presence of RXR at the chromatin matches gene expression and genome architecture dynamics during adipogenesis (41,42), sumoylation of RXR and other chromatin-bound SUMO targets could support these critical aspects of adipogenesis. Our ChIPseq experiments indicate that sumoylation supports the occurrence of RXR at the chromatin in three ways. First, ML-792 caused the disappearance of about 35% of RXR peaks and second, the appearance of 5616 specific peaks. These data are consistent with the previously reported role of sumoylation in altering the capacity and the specificity of transcription factors to bind the DNA (9,11,58). Third, ML-792 triggered an increase of RXR occurrence at PPAR/RXR/SUMO MA target genes, which correlated with transcriptional inhibition. This suggests that sumoylation promotes the turnover of RXR at these genes to support adipogenic transcription. A rapid turnover of nuclear receptor is indeed required to sustain high levels of transcription (59–61). Interestingly, a slower turnover of TFs upon sumoylation inhibition or using non-sumoylatable versions (KR mutants) of transcription factors Rap1 and GR in yeast and mammals, respectively has previously been documented (6,7). In the case of Rap1, this led to transcriptional repression while in the case of GR it led to activation. This suggests that sumoylation regulates the turnover of TFs that is required during both activation and repression of transcription (2). However, how sumoylation regulates the occurence of RXR and other TFs at the chromatin remains an open question. Sumoylation could regulate RXR protein networks and accessibility of RXR to nuclear receptor responsive elements (6–8). We did not address this mechanism in our study. Nonetheless, we have found 3706 sumoylation sites and 1389 unique SUMO targets during adipogenesis using mass spectrometry. Among these, we identified specific sumoylated lysines of RXR (K113,123,250) as well as sumoylated lysines of 109 other transcriptional regulators, including GR, PPARγ, P300, NCoR, NCoA and cEBPs. This should be an excellent starting point for in-depth mechanistic studies, for instance using ChIPseq and ChIP-SICAP, as it has recently been done for GR (6).

Our findings that sumoylation of PPARγ/RXR and its coactivators supports the adipogenic transcription program is in apparent contrast with previous reports showing that sumoylation inhibits PPARγ activity (62–64). However, these previous studies mostly addressed the regulation of PPARγ by SUMO-1 rather than SUMO-2/3 using single PPARγ mutants and a small selection of model genes (65). In contrast, our comprehensive genome-wide approach clearly shows that inhibition of the sumoylation pathway strongly reduces the expression of PPARγ/RXR target genes. Thus, the physiological relevance of the sumoylation pathway during AD is that it has a net overall positive effect on the PPARγ/RXR transcription program, which is also consistent with the lipoatrophy phenotype that we and others have observed upon inhibition of sumoylation (16,18). A similar apparent discrepancy has been observed in yeast, where one study reported that sumoylation of specific lysines in the RNA polymerase III complex activates the enzyme (8), whereas a second study found that sumoylation of another set of lysines of components of the complex resulted in the opposite effect (66). By expressing a mutant form of the E2 conjugase UBC9, which results in strongly reduced activity of the sumoylation pathway, it was subsequently shown that under optimal growth conditions the net overall effect of sumoylation is to promote activity of the complex (8). This example shows that different sumoylation sites can have opposing effects on the activity of a protein complex, and that the cell likely targets specific sumoylation sites depending on the cellular state. We speculate that the same may be the case for the PPARγ complex. Depending on environmental cues, cells use different sumoylation sites and SUMO isoforms to finetune the activity of the PPARγ complex, resulting either in its activation or inhibition; however, we believe that during normal AD the overall effect of sumoylation on PPARγ/RXR is to activate the complex. Clearly, more experiments are required to dissect the exact mechanism by which sumoylation regulates the PPARγ/RXR complex.

In conclusion, our study provides novel insight into the role of the sumoylation pathway during dynamic changes in transcriptional and chromatin regulation that occur during adipocyte differentiation, and also provides a wealth of data that should be of interest for researchers working in the fields of sumoylation, transcription and adipocyte differentiation.

## DATA AVAILABILITY

The SLAMseq, QuantSeq, SUMO ChIPseq and RXR ChIPseq data have been deposited to the Gene Expression Omnibus with accession number GSE167222.

The accession numbers for previously published PPARγ and RXR ChIPseq data are GSM340795, GSM340796, GSM340799, GSM340801, GSM340802 and GSM340805 (41).

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD024144.

## Supplementary Material

gkac027_Supplemental_Files Click here for additional data file.

# Supplementary material for: Waves of sumoylation support transcription dynamics during adipocyte differentiation
**Source:** Nucleic Acids Res. 2022 Jan 31;50(3):1351–69. doi: 10.1093/nar/gkac027
**Supplement:** gkac027_Supplemental_Files

## Supplementary figures and legends

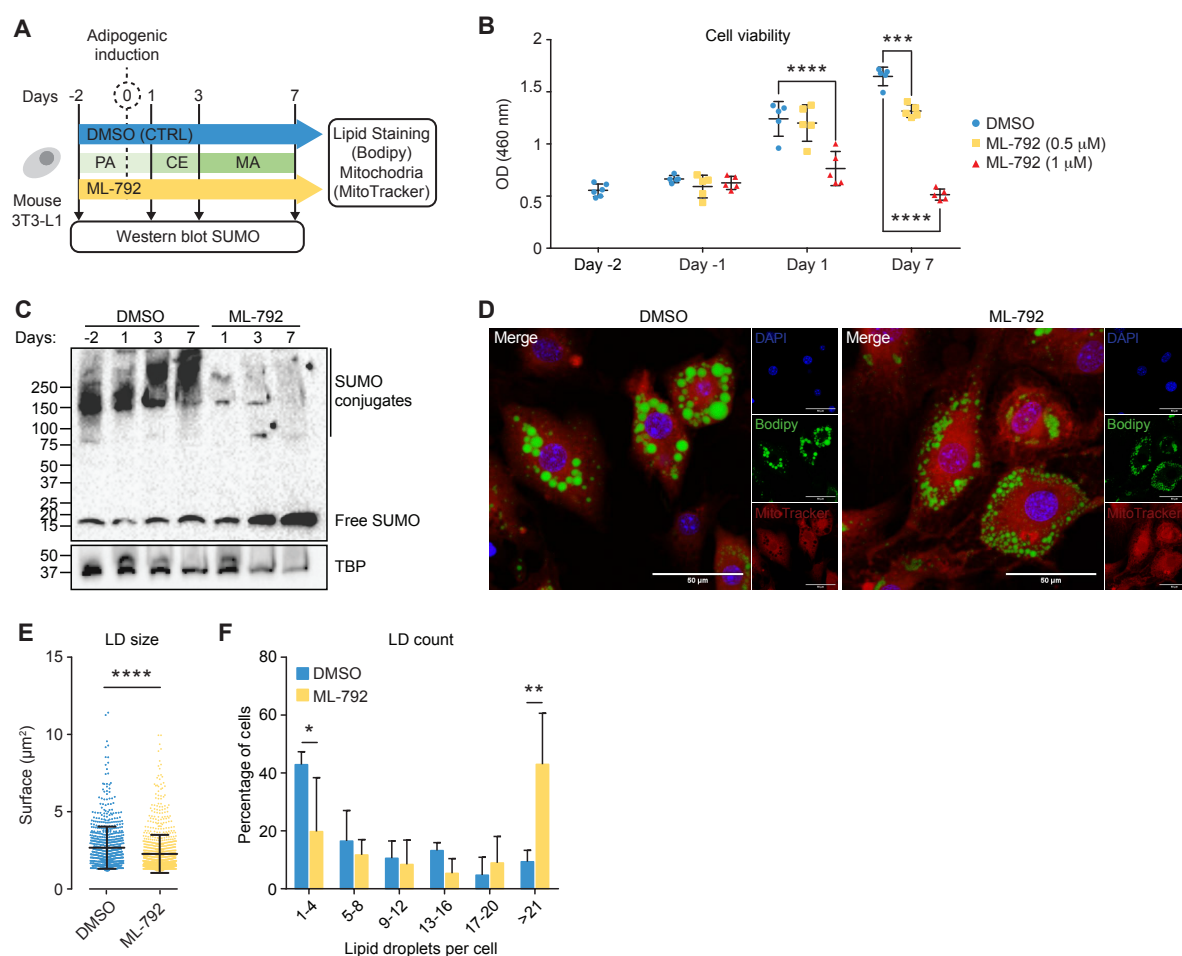

### Supplementary Figure S1. Sumoylation inhibition triggers lipoatrophy

(A) Experimental layout of Western blot and lipid droplets staining time-course experiments.

(B) Effect of 0.5 μM and 1 μM of ML-792 on 3T3L1 cells viability during adipogenesis.

(C) Western blot analysis of SUMO-2/3 during adipogenesis in DMSO and ML-792-treated 3T3-L1 cells. Cells treated with DMSO or ML-792 (0.5 μM) were collected at indicated time points. Cell lysates were subjected to Western blot using a SUMO-2/3 antibody. TBP was used as loading control.

(D) Immunofluorescence analysis of DMSO or ML-792 treated adipocytes (Day 7). Lipid droplets were stained with the lipid probe Bodipy. Nuclei were counterstained with DAPI. To facilitate lipid droplet quantification mitochondria were stained with MitoTracker. Images were acquired using a Leica confocal SP8 device (40x). Images are representative of at least 3 biological replicates.

(E) Effect of ML-792 on the size of lipid droplets. The size of lipid droplets at Day 7 was measured using the FIJI software. The surface area is measured in μm² (y axis). At least 4 representative fields

per well were analyzed. The significance of mean comparison is determined by unpaired t-test. \*\*\*\*:  $p \leq 0.0001$ .

(F) Effect of ML-792 on the number of lipid droplets per cell. The graph displays the percentage of adipocytes (y axis) in subpopulations based on lipid droplet number per cell (x axis). Results are representative of 3 biological replicates. Statistical analysis was performed using two-way ANOVA and Sidak's multiple comparisons tests. \*:  $p \leq 0.05$  and \*\*:  $p \leq 0.01$ .

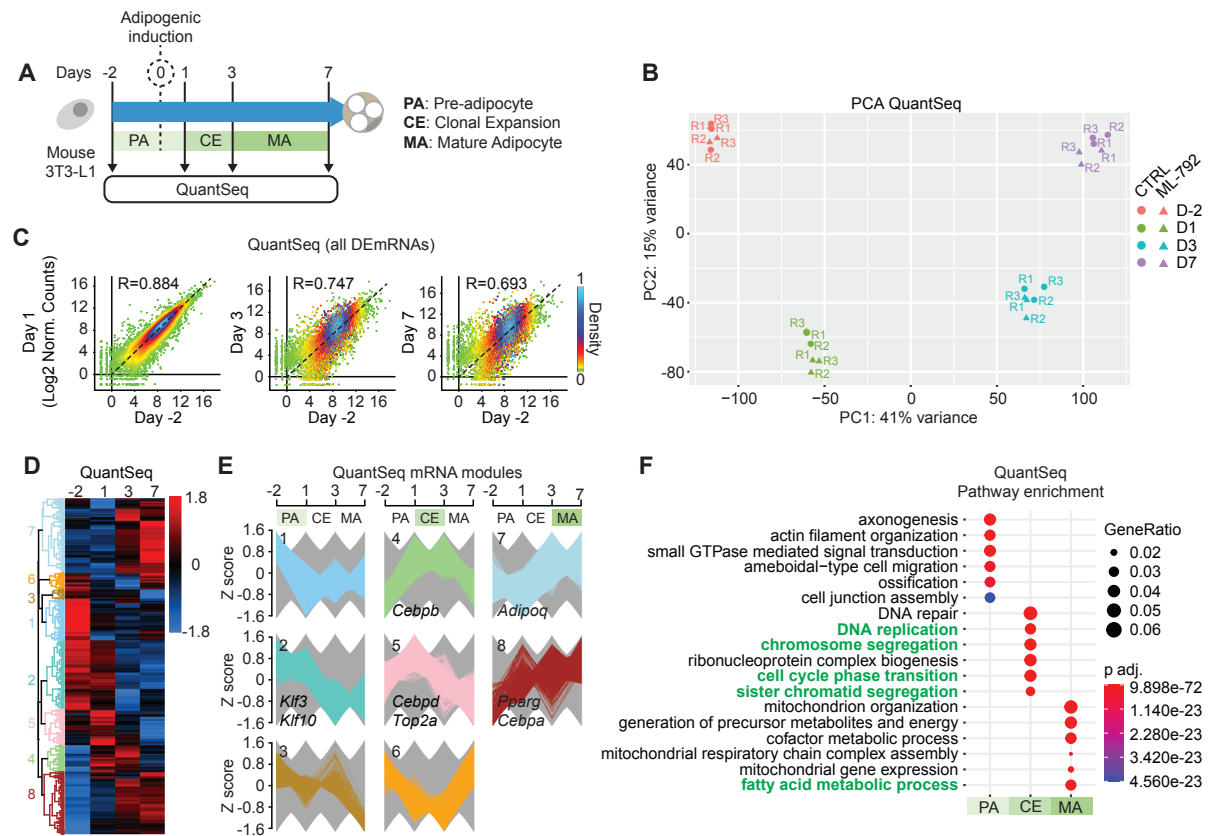

**Supplementary Figure S2. Characterization of total mRNA dynamics during adipogenesis using QuantSeq.**

(A) Experimental layout of QuantSeq time-course experiments

(B) PCA of QuantSeq data.

(C) Scatter plots showing total mRNA levels for all QuantSeq time-course differentially expressed mRNAs at each time point versus day -2. Differentially expressed mRNAs were identified based on statistical differences between conditions using a p-adj cutoff < 0.01 and mRNA levels are presented as log2 transformed normalized counts. R, Pearson correlation coefficient.

(D, E) Hierarchical clustering of QuantSeq differentially expressed mRNAs. Clusters (D) are categorized in PA- CE and MA-specific modules (E): PA, pre-adipocyte; CE, clonal expansion; MA, mature adipocyte. Z score is calculated for log2 transformed normalized counts. Module numbers (E) are indicated on the left side of the heatmap in (D).

(F) Pathway enrichment analysis of QuantSeq mRNA modules. PA, pre-adipocyte; CE, clonal expansion; MA, mature adipocyte.

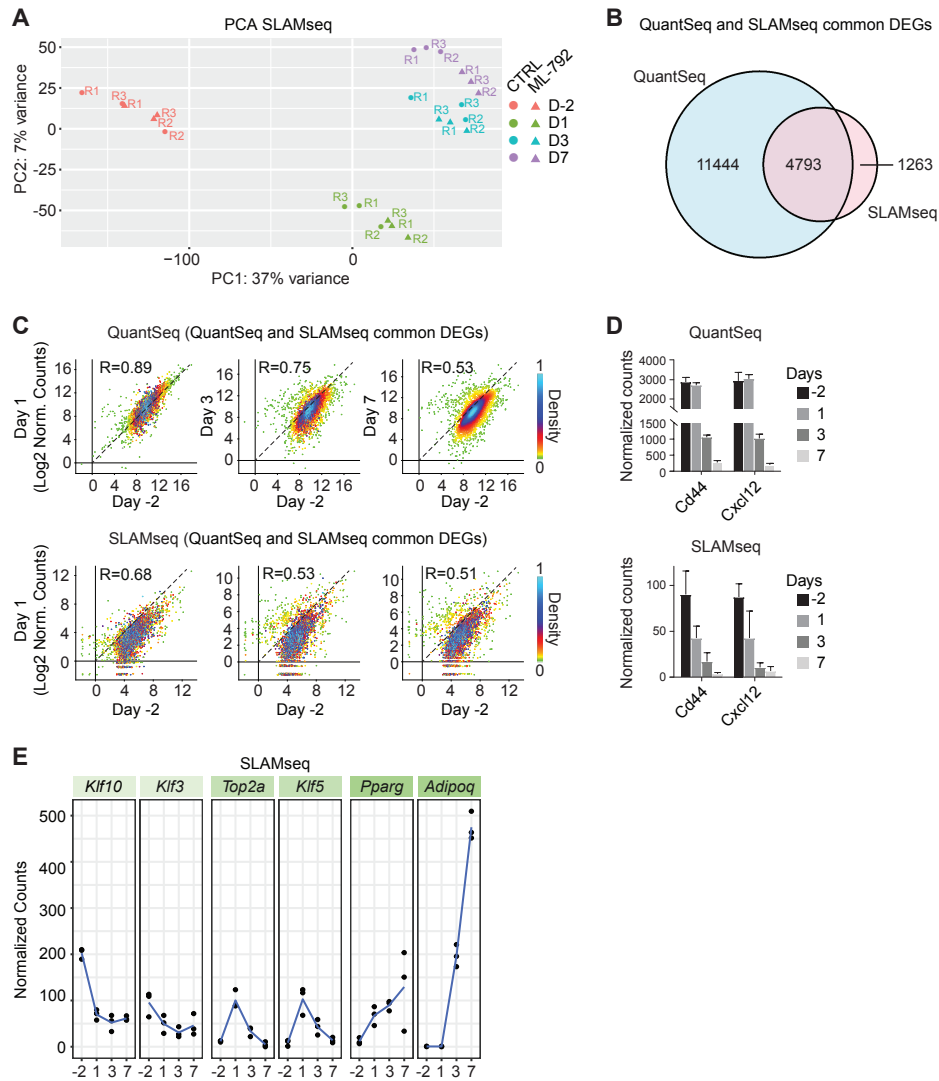

**Supplementary Figure S3. Comparison between QuantSeq and SLAMseq results.**

(A) PCA of SLAMseq data.

(B) Venn diagram featuring QuantSeq and SLAMseq common DEGs.

(C) Scatter plots showing expression profiles of common QuantSeq and SLAMseq DEGs. DEGs were identified based on statistical differences between conditions using a p-adj cutoff < 0.01. Upper panel: QuantSeq data for common DEGs; Lower panel: SLAMseq data for common DEGs. The nascent (SLAMseq) and total mRNA (QuantSeq) levels are presented as log2 transformed normalized counts. R, Pearson correlation coefficient.

(D) Examples of genes showing differences expression dynamics between QuantSeq and SLAMseq.

(E) Profiles of representative transcripts in SLAMseq time-course modules. The y axis is presented as normalized read counts.

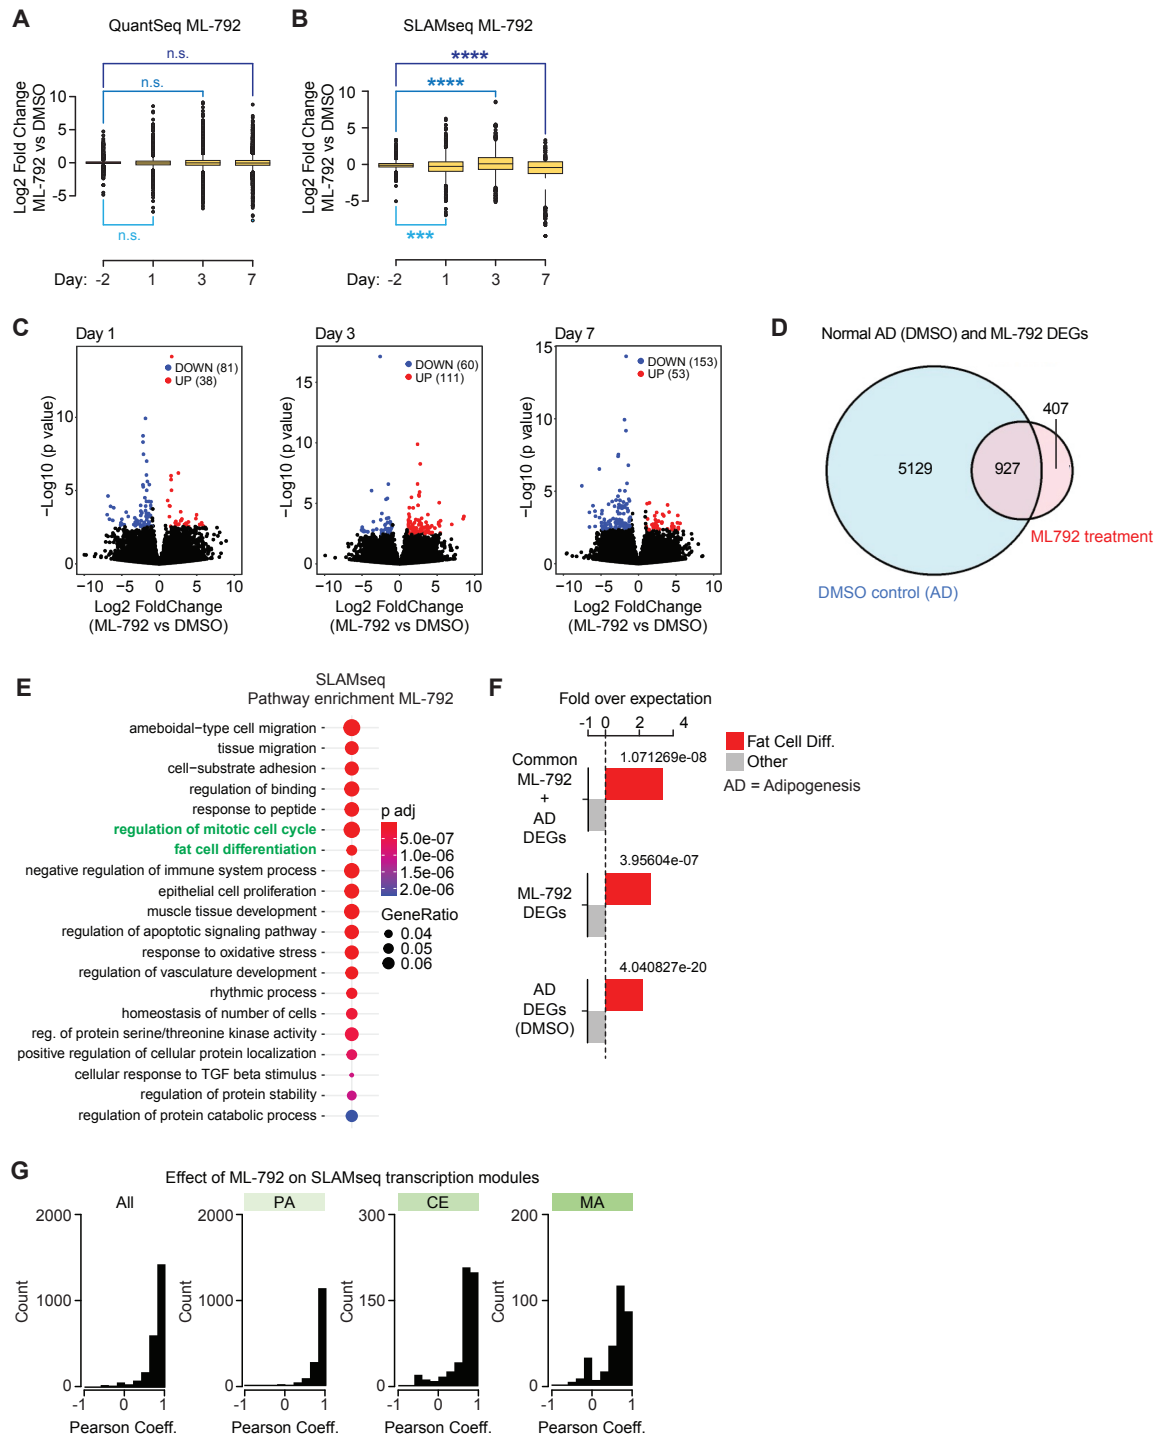

## Supplementary Figure S4. ML-792 affects transcription more significantly than total mRNA levels.

(A) Effects of ML-792 (log2 fold change ML-792 vs DMSO) on total mRNA levels across time points in Quant-seq. Statistical significance was assessed using one-way ANOVA followed by multiple comparisons test. Non-significant:  $p > 0.05$

(B) Effects of ML-792 (log2 fold change ML-792 vs DMSO) on nascent transcripts across time points in SLAM-seq. Statistical significance was assessed using one-way ANOVA followed by multiple comparisons test. \*\*\*:  $p \leq 0.001$ , \*\*\*\*:  $p \leq 0.0001$ .

(C) Effects of ML-792 (log2 fold change ML-792 vs DMSO) on nascent transcripts at each time point in SLAM-seq. Volcano plots were generated after DEGs were determined using Wald test. Colored dots show downregulated (blue) and upregulated (red) DEGs with log2 fold change  $> 2$  and  $p\text{-adj} < 0.1$ . The number of DEGs in each group is shown between brackets.

(D) Venn diagram featuring DMSO control and ML-792 time-course SLAMseq DEGs.

(E) Pathway enrichment analysis of the genes regulated in presence of ML-792 (SLAMseq DEGs).

(F) Enrichment of DEGs belonging to the fat cell differentiation GO term in subsets of DEGs defined in (C). Hypergeometric test was used for testing significance.

(G) Distribution of Pearson correlation coefficients in transcription modules. The y axis displays transcript count numbers. The x axis displays Pearson correlation coefficients and is segmented into 10 bins. PA, pre-adipocyte; CE, clonal expansion; MA, mature adipocyte.

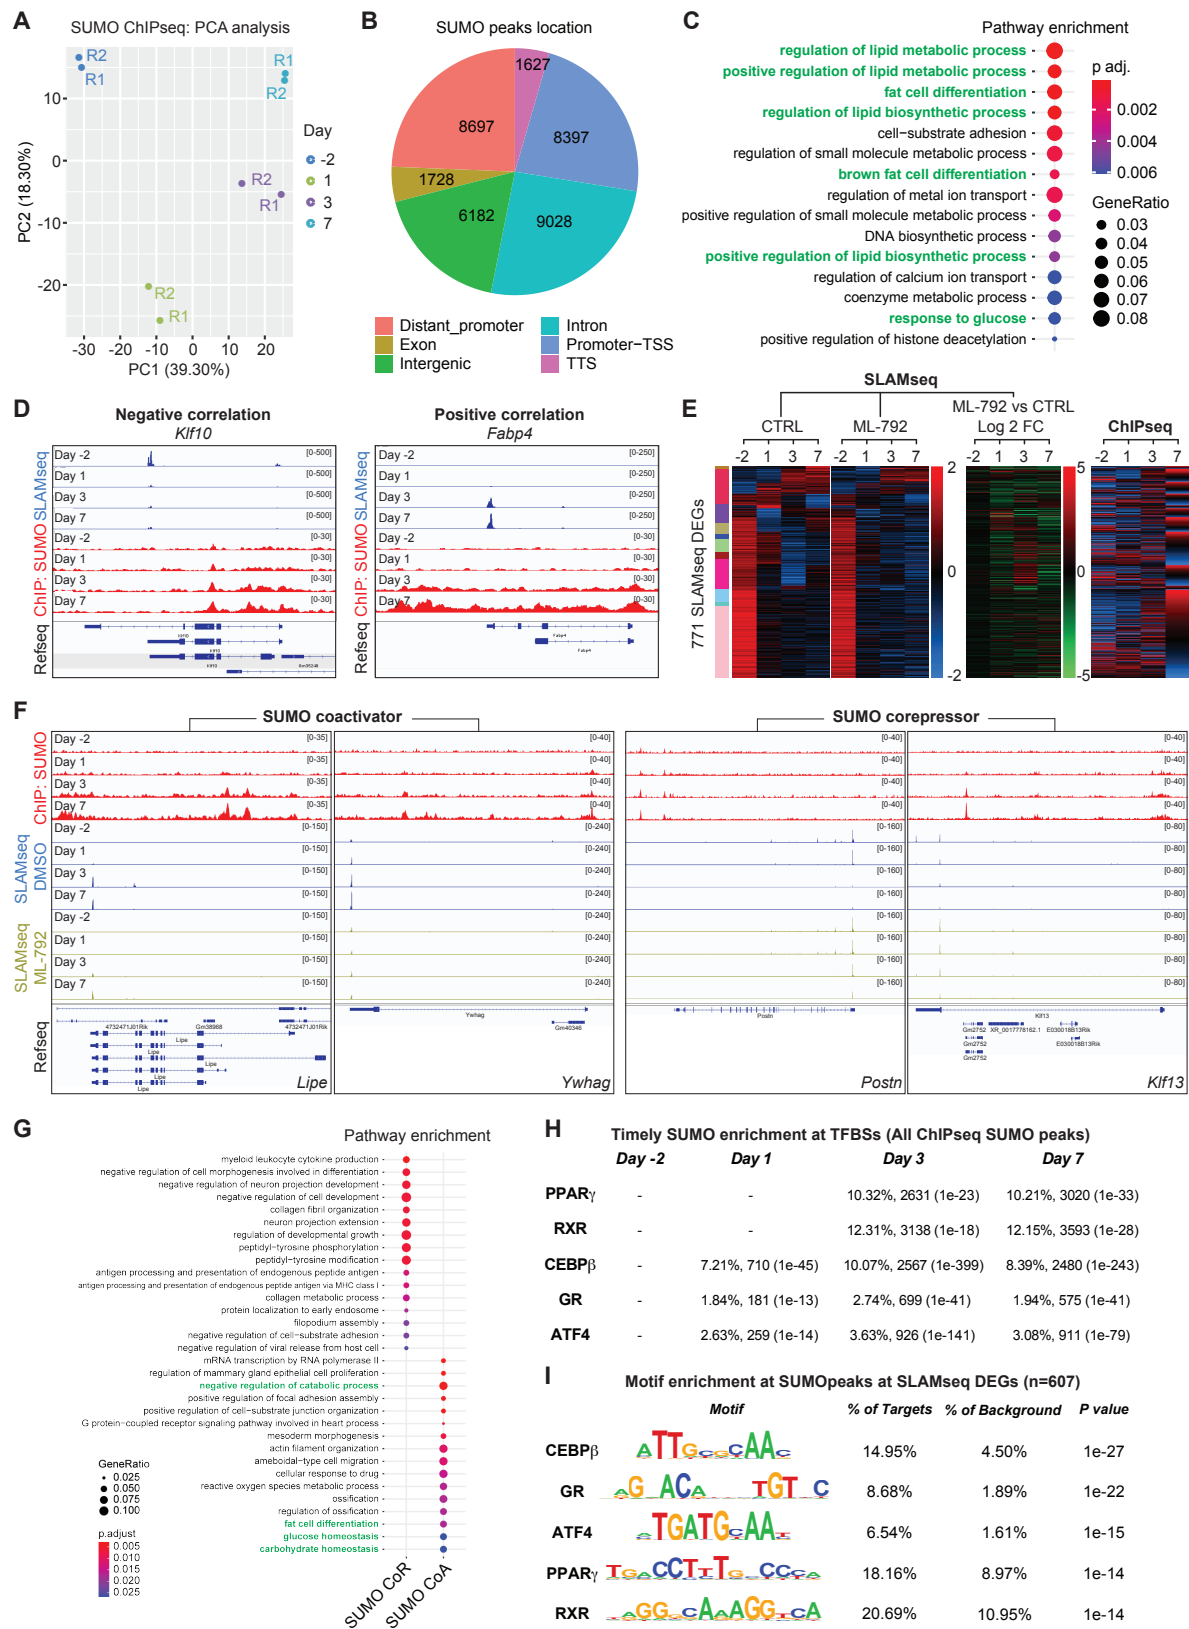

**Supplementary Figure S5. Characterisation of the SUMO chromatin landscape of differentiating 3T3-L1 cells**

(A) PCA of SUMO ChIPseq biological replicates.

- (B) Genome-wide distribution of SUMO peaks.
- (C) Pathway enrichment analysis of all genes showing a significantly dynamic binding of SUMO during adipogenesis.
- (D) Snapshot from the IGV genome browser for ChIPseq and SLAMseq data at *Klf10* (negative correlation) and *Fabp4* (positive correlation) loci.
- (E) Heatmaps presenting the comparison of SLAMseq in CTRL (DMSO, *see Figure. 1D*), SLAMseq in ML-792 and SUMO ChIPseq during adipogenesis. Log2 fold change between ML-792 and DMSO treatments were calculated.
- (F) Snapshot from the IGV genome browser for ChIPseq and SLAMseq data at two genes representative of the role of SUMO as coactivator (Left: *Lipe* and *Ywhag*) and two genes representative of the role of SUMO as corepressor (Right: *Postn* and *Klf13*).
- (G) Pathway enrichment analysis of genes at which SUMO acts as corepressor (CoR) or coactivator (CoA).
- (H) Snapshot of the unbiased analysis of TFBS enrichment at SUMO peaks as depicted in Figure. 3L. (Complete list in Supplementary Table S6).
- (I) Enrichment of TFBSs at SUMO peaks found at SLAMseq DEGs.

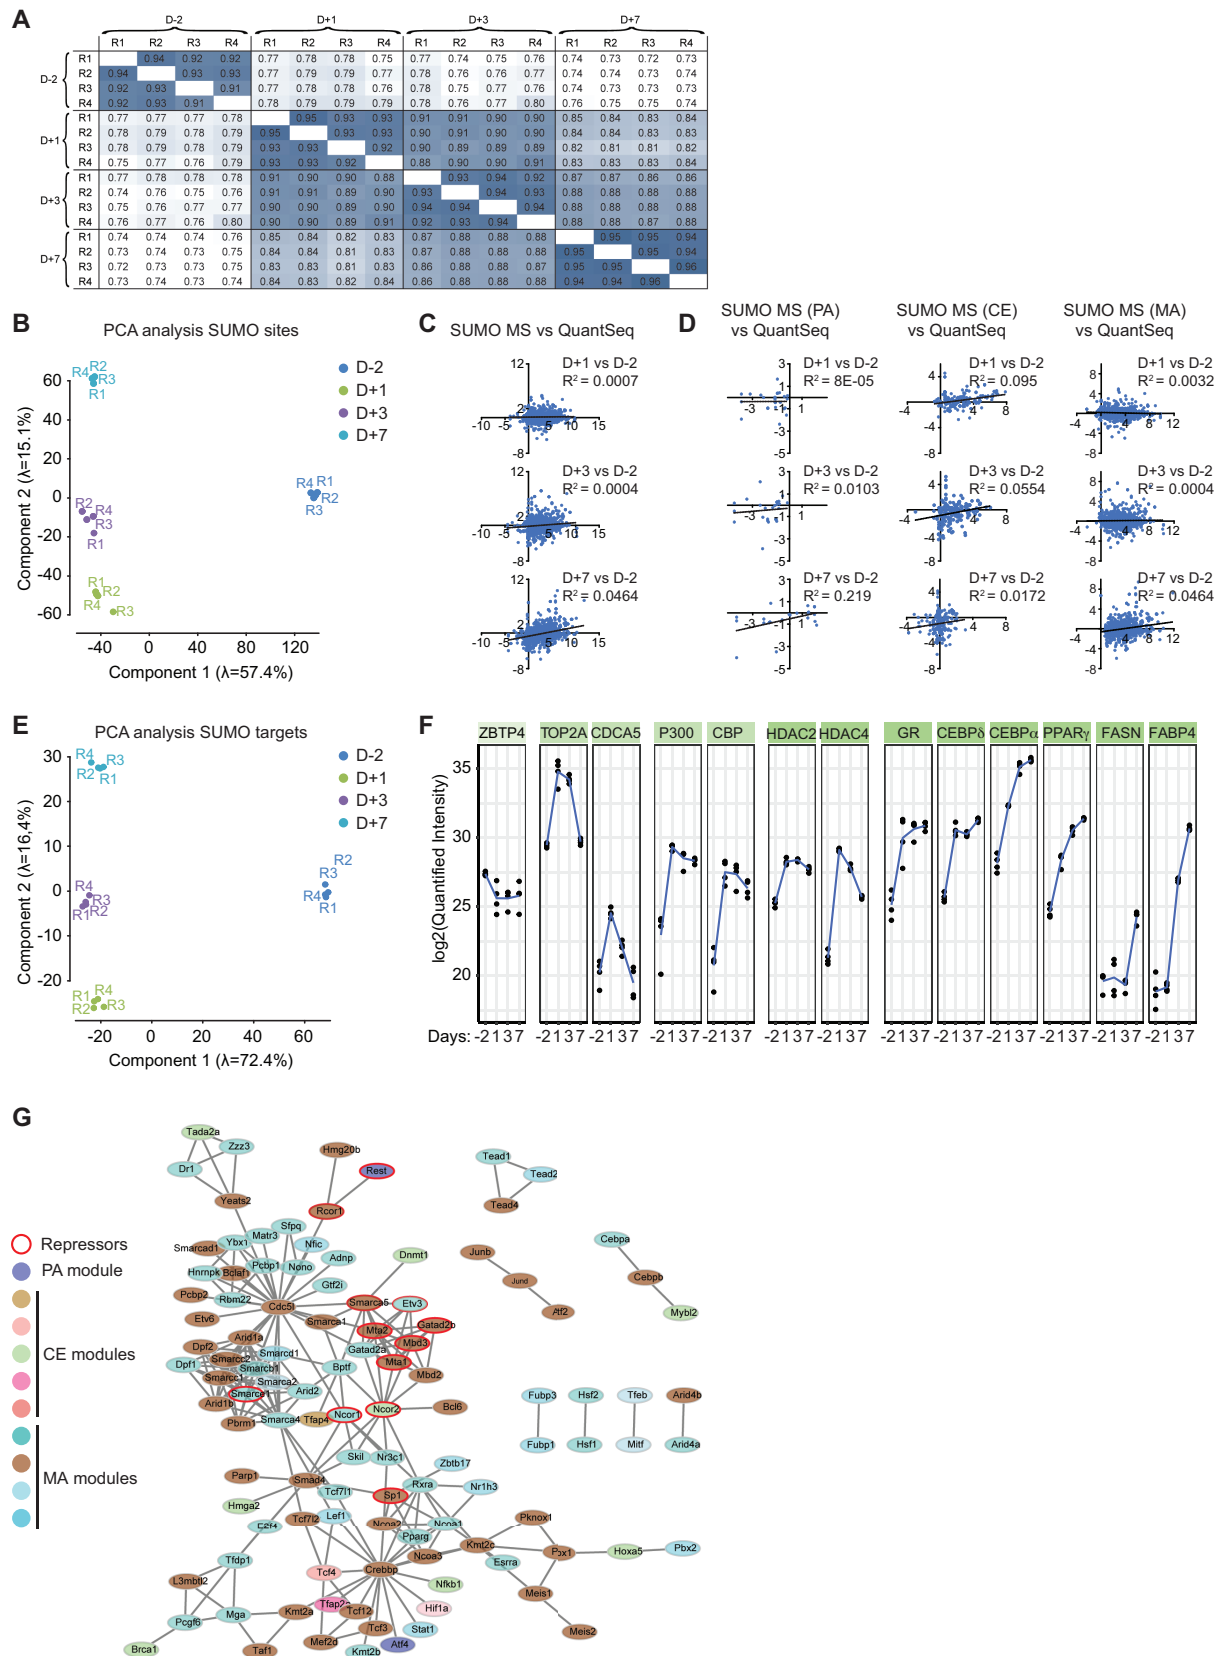

**Supplementary Figure S6. Site specific characterization of the endogenous SUMOylome of differentiating adipocytes.**

(A) Pearson correlation analysis of MS biological replicates (n = 4).

(B) PCA of site-specific sumoylation across samples.

(C) Correlation between whole transcriptome data (QuantSeq) and SUMO targets (SUMO MS) at each time point during adipogenesis. x axis: log<sub>2</sub> fold change (SUMO MS); y axis: log<sub>2</sub> fold change (Quantseq).

(D) Correlation between whole transcriptome data (QuantSeq) and SUMO targets (SUMO MS) in each sumoylation module. PA, pre-adipocyte; CE, clonal expansion; MA, mature adipocyte. x axis: log<sub>2</sub> fold change (SUMO MS); y axis: log<sub>2</sub> fold change (Quantseq).

(E) Pearson correlation analysis of SUMO targets.

(F) Sumoylation profiles of representative SUMO targets in sumoylation modules.

(G) STRING network analysis of sumoylated TFs. Node color: same as the colors of sumoylation module; Red outlines indicate transcriptional repressor.

- (B) Loess regression plots showing transcription profiles (CTRL, blue; ML-792, yellow), SUMO binding at PPARE (red) and SUMOylated PPAR $\gamma$  (green) and RXR (Turquoise) at PPAR $\gamma$ , RXR and SUMO common target genes. Z scores are calculated for log2 transformed normalized counts (transcript or SUMO binding site) or log2 transformed label-free quantified (LFQ) values (SUMO proteomics).
- (C) Snapshot of the IGV genome browser showing the activation of the PPAR $\gamma$ /RXR target gene *Scd1* during AD (SLAMseq, DMSO), the downregulation of *Scd1* after ML-792 treatment (SLAMseq, ML-792) and the coordinated recruitment of SUMO, PPAR $\gamma$  and RXR at *Scd1* during AD (ChIPseq). PPAR $\gamma$  and RXR ChIPseq data originate from Nielsen et al (1).
- (D) Comparison of RXR ChIPseq experiments performed in this study and in Nielsen et al (1). Peaks were sorted according to levels of intersection between studies and conditions.
- (E) PCA of our RXR ChIPseq experiment across samples.
- (F) Snapshot of the IGV genome browser showing representative examples genes belonging to the RXR ChIPseq clusters (“Common”, “DMSO” and “ML-792”) described in *Figure 5E*.
- (G) Pathway enrichment analysis of RXR target genes belonging to the three clusters described in *Figure 5E*.
- (H) Comparison of the effect of ML-792 on RXR presence at the chromatin (ChIPseq) and RXR target genes transcription levels (SLAMseq). The results are represented as log2 normalized counts for SLAMseq and Log2 normalized tags for ChIPseq (ML-792 versus DMSO). The significance of mean comparison was determined using one-way ANOVA followed by multiple comparisons test. \*:  $p \leq 0.05$ , \*\*\*\*:  $p \leq 0.0001$ .
- (I) Snapshot of the IGV genome browser showing the down-regulation of the MA gene *Scd1* (SLAMseq) and the concomitant increased of the presence of RXR at the chromatin (ChIPseq).

## Supplementary table list and legends

Supplementary Table S1: Characterization of total mRNA dynamics using QuantSeq

Supplementary Table S2: Characterization of transcription dynamics using SLAMseq

Supplementary Table S3: Effect of ML-792 on total mRNA dynamics (ML792vsDMSO)

Supplementary Table S4: Effect of ML-792 on transcription dynamics (ML792vsDMSO)

Supplementary Table S5: Characterization of the SUMO-chromatin landscape dynamics using ChIPseq

Supplementary Table S6: Unbiased and targeted motif enrichment at SUMO ChIPseq peaks

Supplementary Table S7: Integration of PPAR $\gamma$ , RXR and SUMO ChIPseq datasets

Supplementary Table S8: Identification of endogenous sumoylation sites by mass spectrometry

Supplementary Table S9: characterization of PPAR $\gamma$ , RXR and SUMO common targets by ChIPseq

Supplementary Table S10: Characterization of RXR peaks in DMSO and ML-792 by ChIPseq

1. Nielsen, R., Pedersen, T.A., Hagenbeek, D., Moulos, P., Siersbaek, R., Megens, E., Denissov, S., Borgesen, M., Francoijs, K.J., Mandrup, S. *et al.* (2008) Genome-wide profiling of PPAR $\gamma$ :RXR and RNA polymerase II occupancy reveals temporal activation of distinct metabolic pathways and changes in RXR dimer composition during adipogenesis. *Genes Dev*, **22**, 2953-2967.

How the deposited data were processed for this re-analysis (not part of the article)

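SLAMseq and QuantSeq were read from the same libraries of 3T3-L1 cells in DMSO or 0.5 μM ML-792 at days −2, 1, 3 and 7, with 3 replicates for each of the 8 conditions, which makes 24 libraries. The authors labelled new RNA with 100 μM 4-thiouridine for 45 min, prepared 3′ mRNA libraries and sequenced them on a HiSeq 4000. They mapped and filtered the reads with SlamDunk v0.4.3 to mm10 and counted them on RefSeq 3′UTR coordinates taken from UCSC. The authors deposited raw counts of all reads and raw counts of labelled reads, which hold at least 1 T to C conversion, for each 3′UTR entry and library, with no normalization. The deposited tables also give the length of each entry and its number of T bases. Both list 91830 entries of 26995 gene symbols. The labelled counts were checked against those printed in Supplementary Table S4, and 47976 of 47976 values in 1999 entries were equal.

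Each library was assigned to its treatment, day and replicate letter by its sample title. The pairing of libraries across conditions comes from these letters A, B and C, and Supplementary Table S4 numbers its replicates 1 to 3. In each deposited table 6 library columns match no sample of the study, and they were left out of every step. Entries of one gene can overlap and count the same reads, so numbers are given for entries and for gene symbols with at least 1 called entry. Where a gene needed a single value, its entry with the highest mean total count over the 24 libraries was taken.

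Over all entries the libraries held 13554718 to 27013352 total reads (median 17428698) and 115709 to 820046 labelled reads (median 185851). With one entry per gene, the range was 9118954 to 18306785 total reads and 78312 to 553883 labelled reads. An entry with 10 labelled reads in a library thus has a wide counting error, and 3 reads or fewer were taken as the floor. Folds against a group at the floor were computed against 3 counts and are lower bounds.

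Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3, with data.table 1.17.8 to read the tables and Python 3.11.15 for the figures. Total counts were normalized by TMM over the 24 libraries. Labelled counts took the library sizes and TMM factors of the total counts, in place of the DESeq2 size factors of the total reads that the paper applies to the labelled reads. Entries were kept by edgeR's filterByExpr over the 8 conditions with a minimum count of 10 and a minimum total of 15. Dispersions were estimated and a robust quasi-likelihood model was fitted. Normalized counts are counts divided by the effective library size and multiplied by the mean effective library size, and log2 values used a prior count of 2.

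Over the DMSO time course, days 1, 3 and 7 were each compared with day −2 in the 12 DMSO libraries, and an entry was called at a Benjamini-Hochberg adjusted p under 0.01 in at least 1 of the 3 comparisons. Adjacent days were compared in the same fit. The interaction of day and treatment was tested with an F-test of 3 terms in all 24 libraries at an adjusted p under 0.1. ML-792 was compared with DMSO within each day in the same fit, at an adjusted p under 0.1 and an absolute log2 fold change above 2 for the numbers of entries. For single genes and gene lists the adjusted p alone was used. Classes of genes follow the day of the highest mean in DMSO, and the effect of ML-792 on the classes and on the common targets of Supplementary Table S9 was tested with limma's fry at an adjusted p under 0.05. Labelled shares of libraries were compared by two-sided exact permutation tests, whose smallest p is 0.1 for 3 libraries against 3. Correlations, principal components and medians carry no test.

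The genes named are those that the paper names for SLAMseq or QuantSeq. Added to them, for day 7 against day −2 in DMSO and for ML-792 against DMSO at day 7 in labelled reads, are the 3 genes with the highest and the 3 with the lowest fitted log2 fold change. They were taken among genes past the adjusted p whose 3 libraries of one group all lie above the 3 of the other.

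The alternatives were DESeq2 1.42.0 with the size factors of the total counts, at least 10 reads over the libraries or no filter on low counts, one entry per gene, the replicate letter as a block, and labelled counts scaled by the labelled reads. Others left out entries whose labelled share exceeded 30 percent in one replicate (2899 of all entries), took off a background set at the 1st percentile of the labelled share among entries with at least 1000 reads, fitted all 24 libraries together or only the 6 libraries of a day, or used an absolute log2 fold change above 1. For the classes and correlations they were 11 clusters, all called or all tested entries, all genes of the time course, classes from the other 2 replicates, a prior count of 0.5, a variance stabilizing transformation and the sumoylation site with the largest intensity. Each replicate letter was also left out in turn. A few more were chosen after seeing the data and are named as such in the closing section.

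The steps were tested on simulated data, with 200 entries changed 4-fold at day 7 in counts drawn at the library sizes and spread of the data. The mean of an entry was its mean rate over all 24 libraries, whose mean labelled share was 1.52%. The real share at day 7 was lower, 1.03% in DMSO and 0.837% with ML-792. No difference between replicate letters was drawn. The rates for labelled reads thus hold for deeper and more even data than those at day 7. For the time course, edgeR recovered 33% with 1 false call from labelled and 82.5% with 2 from total reads. For ML-792 at day 7, by the adjusted p alone, it recovered 54% with 1 false call from labelled and 90% with 19 from total reads. For the interaction it recovered 24.5% and 78%, and 7.55% and 9.83% of its calls were false. DESeq2 recovered 34.5% and 83.5% over the time course, with 1 and 10 false calls. For the interaction it recovered 33.5% and 80%, and 23.0% and 33.6% of its calls were false, above the 10 percent aimed at.

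The numbers of called genes were also checked against other splits of the same libraries. Over the time course the days of the DMSO libraries were permuted within each replicate letter. For ML-792 the treatments were swapped within pairs of libraries of one day and letter. A further check kept an effect shared by all days, with limma on the log2 differences of ML-792 and DMSO within pairs and the days permuted among the 4 differences of each letter. Each check used 100 splits with the real one among them. Within single days the pairs allow 4 splits.

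The ChIPseq, mass spectrometry, imaging and qPCR experiments of the paper and its gene ontology enrichments were not analysed here. The sumoylation sites and ratios of Supplementary Table S8 and the entries and modules of Supplementary Table S9 are the authors' own.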

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

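The tests of a difference in depth, of counts at the floor and of days permuted among differences in this part were chosen only after the results were seen. The other tests in it were chosen before. Alternatives that change these results have their values in the next part.

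The effect of ML-792 differed between days, by the interaction of day and treatment (edgeR, adjusted p under 0.1), for 20 genes in labelled reads and 1655 genes in total reads. At an unadjusted p under 0.05 there were 855 and 4658 entries. A number as large came from 16 of the 100 splits in labelled reads and from 6 of the 100 splits in total reads, the real split included. The other splits were drawn from 2048 possible ones and differ from the real one by swapping DMSO and ML-792 within pairs of the same day and replicate letter. Their highest numbers were 181 and 2949 genes. Such swaps turn an effect of ML-792 shared by all days into an interaction, so a split with many genes does not show that the real number is noise. The median over the other splits was 0 and 35 genes. A further test kept the shared effect by taking the differences of ML-792 and DMSO within pairs and permuting the days among the 4 differences of each letter. With limma on these differences, the interaction had an adjusted p under 0.1 in 65 genes from labelled and 2969 from total reads. As many came from 1 of the 100 splits in either assay, and the highest numbers in other splits were 11 and 306. For entries with an unadjusted p under 0.05, 1086 in labelled and 6889 in total reads, it was also 1 of the 100 splits in either assay. The highest numbers in other splits were 852 and 3100 entries. T to C variants against the reference would show as entries with a high labelled share, and of the 26 entries called in labelled reads 0 were over 30 percent labelled. For total reads, the largest difference in depth between the treatments was a ratio of 0.823 in their means, at day 1. Length of the 3′UTR had a Spearman correlation of 0.0173 with the total log2 fold change at day 7, across entries, which are not independent replicates. In labelled reads the variants did not explain the calls. In total reads the depth did not reach the limit of 1.5 set for it, and length was tested against the effect of a single day and not against the interaction. Depth and length were not tested for the interaction in labelled reads, where mean labelled reads at day 1 were 173648 with ML-792 and 253009 in DMSO. The swapped treatments do not decide between noise and an interaction, while the permuted days do not produce the numbers seen. A change of the ML-792 effect over the days may therefore be put forward as a hypothesis. Day −2 is one of the days compared, and there edgeR called 0 entries with ML-792 in either assay. An effect that starts after day −2 and then stays the same would also give an interaction. With labelled counts scaled by labelled reads, which takes a library-wide change in labelling out, 26 genes had an interaction in labelled reads, so such a change does not account for the number.

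Fewer genes had an interaction among labelled than among total reads. Thinning the total counts to the number of labelled reads of each library left a median of 155 genes, from 127 to 171 over 5 thinnings with a median of 10775 entries tested. The lower number of labelled reads could account for part of the gap between 1655 and 20 genes, but 155 is still above 20. What makes the remaining gap was not tested.

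Among the genes that the paper names, *Scd1*, *Rgs2* and *Postn* had an effect of ML-792 that differed between days, with adjusted p of 0.0030, 7.0e-04 and 0.030 for the interaction in edgeR. Labelled *Scd1* fell by 1.85 on the log2 scale at day 7, *Rgs2* by 2.53 at day 3, and *Postn* rose by 2.65 at day 3, each in 3 of 3 replicates. Over the alternatives, the adjusted p from edgeR or DESeq2 ranged from 3.9e-07 to 0.34 for *Scd1*, from 2.3e-07 to 0.12 for *Rgs2* and from 3.9e-04 to 0.65 for *Postn*. Pooled over the 8 libraries of a replicate letter, their highest labelled share was 0.682%, 2.96% and 1.45%, below the 30% set for T to C variants against the reference in such pools. None of the 3 was under 0.1 without replicate A, and without replicate C *Rgs2* alone was. An effect of sumoylation on these genes that changes with the day may be put forward as a hypothesis, with that dependence on single replicates. For *Rgs2* the log2 change was 0.0089 at day −2 and -1.82, -2.53 and -1.82 at days 1, 3 and 7. Its interaction could thus come from the absent effect at day −2 rather than from a change after it. At the later days *Scd1* changed by 0.89, -0.99 and -1.85, and *Postn* by 0.59, 2.65 and 1.17.

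Signal appeared in genes that the paper does not discuss for SLAMseq. From day −2 to day 7 in DMSO the rule for named genes gave *Hp* with a log2 fold change of 9.29, *Thrsp* with 9.02 and *Orm3* with 8.47, and *Ankrd1* with -9.0, *Ptgs2* with -8.95 and *Fbln5* with -8.91, each in 3 of 3 replicates. Counts at the floor of 3 were found in one group for 6 of these 6 genes. The size of the changes is therefore not set by the data, and as lower bounds they were at least 29.6-, 24.3- and 134-fold higher and at least 18.9-, 182- and 17.8-fold lower. An entry of another gene overlapped 0 of the 6 entries. Under the alternatives, the log2 fold change went from 8.95 to 9.89 for *Hp* and from -9.28 to -7.67 for *Ptgs2*, and the direction and the call of all 6 genes stayed the same in edgeR and DESeq2. Scaling by labelled reads moved *Ptgs2* to -7.67, so a library-wide change in labelling does not account for its fall. Counts at the floor bear on the size of the 6 changes and not on their direction. A change with differentiation may remain, as a hypothesis since it was found and tested on the same data. For *Orm3* reads shared with paralogs were not tested, and its labelled share at day 7 in DMSO was 20.2%, against 1.03% for the libraries. *Hp* with 0.256% and *Thrsp* with 0.294% lay below the libraries. Background conversion was not tested for these genes, so it is not excluded for their rise.

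With ML-792 at day 7 the same rule gave *Gm5886* with 5.81, *Arxes2* with 2.20 and *Ccl2* with 2.06, and *Dnaja4* with -6.45, *Hic1* with -5.97 and *Fam114a1* with -5.84, each in 3 of 3 replicates. In 4 of these 6 genes one group had counts at the floor, namely *Gm5886* in DMSO and *Dnaja4*, *Hic1* and *Fam114a1* with ML-792. Those were at least 2.09-fold higher and at least 2.82-, 2.00- and 1.83-fold lower. Overlap with an entry of another gene was found for 0 of the 6. Without replicate A none of the 6 genes was called, and without replicate C none was called either. DESeq2 called *Arxes2*, *Ccl2* and *Hic1*. For the 4 genes at the floor, the large log2 values cannot be told apart from counts near the lower limit. For *Arxes2* and *Ccl2*, reads shared with paralogs were not tested, so an effect of ML-792 is a hypothesis.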

How the results depend on the processing

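The alternatives below were set before the data were examined, apart from those named as chosen after seeing the data, and each changed 1 choice except where 2 are named together. Of 914 comparisons of a result with an alternative, 642 kept the direction and the side of the threshold or stayed in the range set for them. Another 144 values or counts moved, 47 lost the threshold, 28 came past it and 53 reversed. Values are given as the alternative against the value reported, and the cause was not tested for the changes listed. Class effects and profile correlations use the genes called under each alternative, so their values can come from different genes. The threshold meant for class effects and common targets is an adjusted p of 0.05 in limma fry. The 2879 genes called from labelled reads went from 2449 to 3101, and the 6746 from total reads from 6671 to 8221, across the alternatives that stayed within 1.5 times. Correlations are across entries, which are not independent replicates. The percent of called entries lower at day 7 went from 91.4 to 94.6 across all alternatives except the scaling by labelled reads.

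DESeq2 in place of edgeR changed the percent of called entries lower to 94.4 against 94.6 at day 3 and 93.8 against 94.3 at day 7. Genes called with DESeq2 were 109 against 20 by the interaction from labelled reads and 89 against 17 by both tests from labelled reads. Entries called with ML-792 with DESeq2 were 57 against 34 lower at day 1, 21 against 9 higher at day 1, 51 against 29 higher at day 3 and 13 against 3 higher at day 7. Genes called between adjacent days with DESeq2 were 46 against 21 in labelled reads for day 7 against day 3 and 2253 against 1494 in total reads for day 7 against day 3. Median total log2 change of entries called in both assays with DESeq2 was -0.42 against -0.52 at day 1, -0.96 against -1.14 at day 3 and -0.98 against -1.17 at day 7. Log2 fold changes of named genes with DESeq2 were 0.0087 against -0.010 for *Cxcl12* in total reads for day 1 against day −2 (reversed). A minimum of 10 reads over the libraries changed the genes called to 34 against 20 by the interaction from labelled reads. Entries called with ML-792 here were 1 against 0 higher at day −2, 15 against 9 higher at day 1 and 6 against 3 higher at day 7. No filter on low counts changed the entries called with ML-792 to 1 against 0 higher at day −2 and 5 against 3 higher at day 7. One entry per gene changed the percent of called entries lower to 94.2 against 94.6 at day 3 and 93.4 against 94.3 at day 7. Entries called with ML-792 with one entry each were 19 against 29 higher at day 3 and 35 against 53 lower at day 7. Effects of ML-792 on the common targets with one entry each were 0.0045 against -0.041 for MA at day −2 (reversed). Beside the count of 0 entries at day −2, 75 labelled entries had an unadjusted p under 0.05.

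The replicate block changed the percent of called entries lower to 94.8 against 94.6 at day 3. Genes called with the block were 87 against 20 by the interaction from labelled reads and 3501 against 1655 by the interaction from total reads. Entries called with ML-792 with the block were 81 against 34 lower at day 1, 16 against 9 higher at day 1, 85 against 53 lower at day 7 and 9 against 3 higher at day 7. Class effects of ML-792 with the block were -0.20 against 0.037 for CE at day −2 (reversed), 0.043 against 0.61 for MA at day 1 (threshold lost), 0.042 against -0.21 for PA at day 3 (reversed) and 0.0063 against -2.57 for CE at day 3 (reversed). The others were -0.45 against -0.036 for MA at day 3 (threshold gained) and -0.44 against 0.065 for PA at day 7 (reversed). These mean differences do not use the block themselves. They moved because the classes hold other genes, drawn from the 87 called with the block in place of 20. They therefore do not show that the effect on a given gene, such as *Rgs2*, reversed. Effects of ML-792 on the common targets with the block were -0.42 against -0.42 for PA at day 1 (threshold gained), -0.45 against -0.45 for PA at day 7 (threshold gained) and -0.49 against -0.49 for MA at day 7 (threshold gained). Genes called between adjacent days with the block were 51 against 21 in labelled reads for day 7 against day 3, 3493 against 2291 in total reads for day 1 against day −2 and 2525 against 1494 in total reads for day 7 against day 3. Log2 fold changes of named genes with the block were -0.0073 against 0.055 for *Lipe* in labelled reads with ML-792 at day 7 (reversed). The letters that define the block had mean residual correlations of 0.071 within and -0.035 between letters in labelled reads, and of 0.19 and -0.094 in total reads.

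Scaling the labelled counts by the labelled reads changed the genes called to 1140 against 2879 over the time course from labelled reads. Percent of called entries lower under this scaling was 51.1 against 97.1 at day 1, 43.2 against 94.6 at day 3 and 46.2 against 94.3 at day 7. Entries called with ML-792 under this scaling were 16 against 34 lower at day 1, 21 against 9 higher at day 1, 26 against 53 lower at day 7 and 21 against 3 higher at day 7. Median log2 change with ML-792 under this scaling was 0.0067 against -0.12 for labelled reads at day −2 (reversed), -0.078 against -0.79 for labelled reads at day 1, -0.18 against 0.059 for labelled reads at day 3 (reversed) and -0.33 against -1.20 for labelled reads at day 7. Genes of the class under this scaling were 463 against 2620 for PA, 144 against 76 for CE and 533 against 183 for MA. Class effects of ML-792 under this scaling were -0.021 against -0.51 for PA at day 1 (threshold lost), 0.0095 against -2.57 for CE at day 3 (reversed), -0.81 against -0.036 for MA at day 3 (threshold gained) and 0.40 against 0.065 for PA at day 7 (threshold gained). A further value was 0.55 against -1.83 for CE at day 7 (reversed). Effects of ML-792 on the common targets under this scaling were 0.0064 against -0.15 for PA at day −2 (reversed), 0.092 against -0.041 for MA at day −2 (reversed), 0.053 against -0.15 for MA at day 1 (reversed) and 0.0042 against -0.078 for PA at day 3 (reversed). Genes called between adjacent days under this scaling were 385 against 1304 in labelled reads for day 1 against day −2 and 38 against 21 in labelled reads for day 7 against day 3. Log2 fold changes of named genes under this scaling were 0.20 against -1.10 for *Cd44* in labelled reads for day 1 against day −2 (reversed), 0.67 against -0.56 for *Cxcl12* in labelled reads for day 1 against day −2 (reversed) and 0.055 against -1.34 for *Cebpd* in labelled reads for day 7 against day −2 (reversed). Leaving out entries over 30 percent labelled changed the median log2 change with ML-792 to -0.32 against -0.79 for labelled reads at day 1 and -0.68 against -1.20 for labelled reads at day 7. Taking a background off the labelled counts changed the percent of called entries lower to 96.5 against 97.1 at day 1, 93.8 against 94.6 at day 3 and 93.6 against 94.3 at day 7. Median log2 change with ML-792 here was -1.71 against -1.20 for labelled reads at day 7. Class effects of ML-792 here were 0.17 against -0.21 for PA at day 3 (reversed).

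A smaller minimum, an absolute log2 fold change above 1, changed the entries called with ML-792 to 78 against 34 lower at day 1, 14 against 9 higher at day 1, 58 against 37 lower at day 3 and 87 against 53 lower at day 7. The remaining value was 5 against 3 higher at day 7. Using only the 6 libraries of the day changed the entries called with ML-792 to 18 against 34 lower at day 1 and 8 against 3 higher at day 7. Taking all tested entries changed the median log2 change with ML-792 to -0.30 against -0.79 for labelled reads at day 1, -0.076 against 0.059 for labelled reads at day 3 (reversed), 0.021 against 0.078 for total reads at day 3 and -0.37 against -1.20 for labelled reads at day 7. The other was 0.0011 against 0.13 for total reads at day 7. Correlation with day −2 across entries here was 0.710 against 0.729 for labelled reads at day 1, 0.940 against 0.889 for total reads at day 1, 0.869 against 0.731 for total reads at day 3 and 0.845 against 0.662 for total reads at day 7. Using all called entries changed the genes of the class to 4299 against 2620 for PA. Class effects of ML-792 here were 0.75 against 0.44 for MA at day −2 (threshold gained), -0.012 against 0.61 for MA at day 1 (reversed), 0.17 against -0.036 for MA at day 3 (reversed) and -0.082 against 0.065 for PA at day 7 (reversed). Using all genes called over the time course changed the class effects of ML-792 to -0.26 against -0.51 for PA at day 1 (threshold lost), -0.14 against 0.61 for MA at day 1 (reversed), 0.031 against -0.21 for PA at day 3 (reversed) and -0.21 against -2.57 for CE at day 3 (threshold lost). The remaining values were -0.39 against -0.036 for MA at day 3 (threshold gained), -0.27 against 0.065 for PA at day 7 (reversed) and -0.16 against -1.83 for CE at day 7 (threshold lost). Median profile correlation here was 0.928 against 0.839 for PA, 0.873 against -0.0761 for CE (reversed) and 0.932 against -0.162 for MA (reversed). A prior count of 0.5 changed the class effects of ML-792 to 0.66 against 0.44 for MA at day −2 (threshold gained). Correlation with day −2 across entries here was 0.689 against 0.729 for labelled reads at day 1, 0.519 against 0.569 for labelled reads at day 3, 0.493 against 0.544 for labelled reads at day 7 and 0.88 against 0.889 for total reads at day 1. The remaining values were 0.708 against 0.731 for total reads at day 3 and 0.633 against 0.662 for total reads at day 7. The variance stabilizing transformation changed the percent of variance to 7.98 against 7.84 for labelled reads on PC2 and 51.0 against 46.5 for total reads on PC1.

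The next 3 alternatives were chosen after seeing the data. All time-course genes with classes from the other 2 replicates changed the class effects of ML-792 to -0.18 against 0.037 for CE at day −2 (reversed), 0.035 against 0.44 for MA at day −2, -0.26 against -0.51 for PA at day 1 and -0.51 against -1.82 for CE at day 1. The remaining values were -0.15 against 0.61 for MA at day 1 (reversed), 0.030 against -0.21 for PA at day 3 (reversed), -0.23 against -2.57 for CE at day 3 and -0.34 against -0.036 for MA at day 3. Further values were -0.27 against 0.065 for PA at day 7 (reversed), -0.073 against -1.83 for CE at day 7 and -0.34 against -1.86 for MA at day 7. All time-course genes with labelled counts scaled by the labelled reads changed the class effects of ML-792 to -0.038 against 0.61 for MA at day 1 (reversed), 0.16 against -0.21 for PA at day 3 (reversed), 0.037 against -2.57 for CE at day 3 (reversed) and -0.26 against -0.036 for MA at day 3 (threshold gained). The others were 0.17 against -1.83 for CE at day 7 (reversed) and -0.082 against -1.86 for MA at day 7 (threshold lost). A DESeq2 test of any effect of ML-792, at any day, called 417 genes from labelled and 3702 from total reads, where the interaction called 20 and 1655.

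Leaving out 1 replicate letter at a time gave 3 fits for each result, and each range below covers them. Genes called ranged from 3580 to 7295 over the time course from total reads (6746 with all), 1221 to 2828 over the time course from labelled reads (2879 with all) and 5 to 30 by the interaction from labelled reads (20 with all). Other ranges were 300 to 2201 by the interaction from total reads (1655 with all). The percent lower ranged from 96.2 to 98.0 at day 1 (97.1 with all), 93.4 to 95.2 at day 3 (94.6 with all) and 91.4 to 94.6 at day 7 (94.3 with all). Entries called with ML-792 went from 11 to 21 lower at day 1 (34 with all), 11 to 32 lower at day 3 (37 with all) and 17 to 25 higher at day 3 (29 with all). Beside these were 6 to 45 lower at day 7 (53 with all) and 0 to 9 higher at day 7 (3 with all). The median log2 change with ML-792 went from -0.32 to -0.17 for labelled reads at day −2 (-0.12 with all), -0.028 to 0.0057 for total reads at day −2 (0.0028 with all) and -1.42 to 0.77 for labelled reads at day 1 (-0.79 with all). Further ranges were 0.071 to 0.16 for total reads at day 1 (0.015 with all), -0.18 to 0.16 for labelled reads at day 3 (0.059 with all) and 0.023 to 0.51 for total reads at day 3 (0.078 with all). Other ranges were -1.79 to 0.50 for labelled reads at day 7 (-1.20 with all) and 0.097 to 0.33 for total reads at day 7 (0.13 with all). Class effects went from -0.41 to -0.21 for PA at day −2 (-0.28 with all), -0.16 to 0.49 for PA at day 3 (-0.21 with all) and -0.55 to 0.92 for PA at day 7 (0.065 with all). Other ranges were -0.21 to 0.30 for CE at day −2 (0.037 with all), 0.13 to 0.44 for MA at day 1 (0.61 with all) and -0.31 to 0.51 for MA at day 3 (-0.036 with all). The median profile correlation went from 0.698 to 0.846 for PA (0.839 with all), -0.271 to 0.145 for CE (-0.0761 with all) and -0.793 to 0.306 for MA (-0.162 with all). For the common targets the effect went from -0.24 to -0.11 for PA at day −2 (-0.15 with all), -0.14 to 0.015 for MA at day −2 (-0.041 with all) and -0.45 to -0.36 for PA at day 1 (-0.42 with all). Further ranges were -0.29 to -0.19 for MA at day 3 (-0.25 with all), -0.48 to -0.40 for PA at day 7 (-0.45 with all) and -0.54 to -0.42 for MA at day 7 (-0.49 with all). Genes called between adjacent days ranged from 340 to 1439 in labelled reads for day 1 against day −2 (1304 with all), 90 to 254 in labelled reads for day 3 against day 1 (226 with all) and 8 to 38 in labelled reads for day 7 against day 3 (21 with all). Beside these were 564 to 3005 in total reads for day 1 against day −2 (2291 with all), 1229 to 3810 in total reads for day 3 against day 1 (3144 with all) and 287 to 1978 in total reads for day 7 against day 3 (1494 with all). Among named genes the log2 fold change went from -0.18 to 0.056 for *Cxcl12* in total reads for day 1 against day −2 (-0.010 with all) and -0.23 to 0.23 for *Lipe* in labelled reads with ML-792 at day 7 (0.055 with all). Where 0 entries were called higher at day 7, without replicate A, 211 had an unadjusted p under 0.05 and a higher value. The class effects and profile correlations of CE and MA genes have values from 2 of the 3 fits, since no genes of these classes were called by both tests without replicate A.

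For the 63 results of named genes, 152 of the comparisons that left out 1 replicate stayed the same, 31 lost the threshold, 3 gained it and 3 reversed. With all replicates, 152 stayed the same, 9 lost it, 6 gained it and 5 reversed. All 8 reversed values are printed above or lie in the ranges above.

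Depth limits the calls from labelled reads. When the total counts were thinned to the labelled depth, the interaction test called a median of 155 genes, from 127 to 171 over 5 thinnings, against 1655 without thinning. In counts simulated at the mean rate of each entry over all libraries, with 200 entries changed 4-fold, edgeR recovered 33% over the time course from labelled reads. From total reads it recovered 82.5%. For the interaction it recovered 24.5% and 78%. DESeq2 recovered 33.5% and 80% of the interactions, with 20 and 81 false calls against 4 and 17 with edgeR.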

Differences from the paper's values

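A gap is called closed here when a number of genes or entries comes within 1.5 times the paper's, or when a correlation or log2 value has the paper's sign and lies within the SD of the replicates of it. Closed by this limit does not mean equal. For ML-792 against DMSO the paper gives 5833 genes and 9561 entries in QuantSeq. It adapts a time course design and does not name the tested term, which was taken here as the interaction. The values here were 1655 genes and 2567 entries. None of the 8 alternatives set before the data were examined closed the gap, and the nearest was the replicate block with 3501 genes and 5568 entries. For SLAMseq the paper's numbers are 905 genes and 1334 entries against 20 and 26 here. None of the 11 alternatives set before the data were examined closed that gap, with DESeq2 at 109 genes and 152 entries and the replicate block at 87 and 111. A DESeq2 test of any effect of ML-792, which was chosen after seeing the values, gave 417 SLAMseq and 3702 QuantSeq genes. For genes called by both tests the paper's number is 636 and the value here 17, and neither DESeq2 with 89 nor the scaling by labelled reads with 22 closed the gap. The paper's 927 entries called by both tests stand against 22 here. It also gives 407 as a number of genes affected by ML-792 alone. Here the interaction alone was called in 3 genes, with 4 entries. In the paper's numbers, 407 is what remains of the 1334 entries after the 927 called by both tests. It thus matches a number of entries and stands beside the 4 entries here. No alternatives were run for these numbers.

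In Supplementary Figure S4C, read by eye, about 81 entries were lower with ML-792 at day 1, against 34 here. The replicate block gave 81, and an absolute log2 fold change above 1 with 78 and DESeq2 with 57 came within the limit but stayed below, and the other alternatives set before the data were examined did not. At day 3 it was about 60 in Supplementary Figure S4C, read by eye, against 37. There the smaller fold change with 58, DESeq2 with 53, the replicate block with 52 and a minimum of 10 reads over the libraries with 43 came within the limit but stayed below, and the others did not. At day 7 the figure has about 150 lower entries, read by eye, against 53, and no alternative closed the gap. Higher with ML-792 were about 38 entries at day 1, about 110 at day 3 and about 53 at day 7 in Supplementary Figure S4C, read by eye. Here they were 9, 29 and 3, and none of the alternatives closed these gaps.

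For the correlation with day −2 across entries in labelled reads, Figure 1B, read by eye, shows about 0.67, about 0.53 and about 0.51 at days 1, 3 and 7. The values here were 0.729, 0.569 and 0.544. All tested entries with 0.555 and a prior count of 0.5 with 0.519 closed the gap at day 3. At day 7 the prior count of 0.5 with 0.493 closed it and all tested entries with 0.545 did not, and at day 1 neither closed it. In total reads, Supplementary Figure S2C, read by eye, has about 0.88, about 0.75 and about 0.69, and the values here were 0.889, 0.731 and 0.662. The prior count of 0.5 with 0.88 closed the gap at day 1, all tested entries did not, and neither closed it at days 3 and 7. For entries called in both assays, Supplementary Figure S3C, read by eye, has about 0.68, about 0.53 and about 0.51 in labelled reads against 0.697, 0.474 and 0.450 here. It has about 0.89, about 0.75 and about 0.53 in total reads against 0.798, 0.494 and 0.465 here. No alternatives were run for these correlations. In Supplementary Figure S3B, read by eye, about 4800 entries were called in both assays, against 2905 here, and DESeq2 with 3280 came within the limit but stayed below.

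Supplementary Table S9 of the paper gives a mean log2 fold change with ML-792 of -0.31 for the PA targets at day 1, against -0.42 here. Scaling by labelled reads with -0.21 and leaving out replicate B with -0.36 closed the gap, and the other alternatives set before the data were examined did not. At day 7 the paper's table has -0.36 for these targets against -0.45, and of the alternatives leaving out replicate C with -0.40 closed the gap. For the MA targets at day 7 the paper's -0.33 stands against -0.49. Taking a background off with -0.43 and leaving out replicate C with -0.42 closed that gap. At day 3 the paper's values are 0.21 for PA and -0.084 for MA targets, and the values here were -0.078 and -0.25. None of the alternatives closed these.

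The paper describes *Klf3* as lower after induction in total mRNA. Its log2 fold change was -1.06 at day 3 and -0.96 at day 7 here, neither called by edgeR (adjusted p = 0.066 and 0.091), and the replicate block and leaving out replicate B each called both. The paper has *Lipe* lower with ML-792, and at day 7 the labelled change was 0.055, from -0.23 to 0.39 under the alternatives, none of which called it. *Ywhag* is also given as lower, and its change of -1.05 at day 7 was called by DESeq2 and by the replicate block but not by edgeR without the block (adjusted p = 0.15, and from 0.012 to 0.58 under the alternatives). *Klf13* is given as higher with ML-792, and at day 3 its labelled change of 1.08 was not called by edgeR (adjusted p = 0.32) or by any alternative, whose adjusted p ranged from 0.15 to 0.65. In total reads *Klf13* rose by 1.38 at day 3, which edgeR called.

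The paper describes higher transcription with ML-792 at day 3. Over the labelled entries of the interaction the median log2 change at day 3 was 0.059, and over all tested entries it was -0.076. PA genes at day 3 stay higher with ML-792 in the paper. Here the mean log2 difference of the PA genes was -0.21 and not called. It was positive, but not called, with the replicate block (0.042), with a background taken off (0.17), over all genes called over the time course (0.031) and without replicate C (0.49). Each of these settings has its own set of PA genes. Without replicate B it was 0.23 and called. Among settings chosen after seeing the values, it was 0.16 and called over all time-course genes scaled by labelled reads, and 0.030 with classes from the other 2 replicates. CE genes stay higher at day 1 in the paper, and here the difference was -1.82, for *Rgs2* as the single gene, with no alternative above 0. The legend of the paper's qPCR panel names *Rgs2* among MA genes. The value of this single gene therefore does not decide the paper's statement on CE genes.

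For the common targets at day −2 the paper's text has lower PA and higher MA targets with ML-792. In its Supplementary Table S9 the means are -0.17 for PA and -0.18 for MA targets, both lower. The mean log2 differences here were -0.15 and -0.041, neither called. The PA difference was called without replicate B, at -0.24, and the MA difference was above 0 but not called with one entry per gene, under scaling by labelled reads and without replicate A. The fall of the MA targets at day 7 was not called, and of the alternatives the replicate block and leaving out replicate B called it. The paper finds no correlation between mRNA and sumoylation. The Spearman correlations across genes, which are not independent replicates, were 0.093 at day 1, 0.17 at day 3 and 0.29 at day 7. They rest on 826 sites and 410 genes, a part of the sites and targets that the paper reports. They therefore do not decide the paper's finding over all targets.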

Other observations

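In this part, the tests of a library-wide change in labelling, of T to C variants, of depth, of the share of T bases, of background, of classes and called genes from other replicates and of the noise of single profiles were chosen only after the results were seen. The remaining tests were chosen before. No samples besides those of the design were used.

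Labelled reads fell after day −2 in DMSO. If fewer total reads of the same genes made the fall, entries with unchanged total reads would not fall, but of 4448 such entries 96.3% were lower in labelled reads at day 7, with a median log2 fold change of -1.47. Without entries over 30 percent labelled, as T to C variants would be, 94.3% of the called entries were lower. Mean total reads at day −2 were 1.16 times those of the later days, so depth does not account for it. Across entries, which are not independent replicates, the log2 fold change at day 7 had Spearman correlations of -0.181 with the number of T bases, -0.134 with their share and -0.167 with the length of the 3′UTR. In no library did 10 genes hold more than 12.7% of the labelled reads. Of the 24 libraries, 0 correlated best with a library of another day in total reads, although 5 were nearest to one of the other treatment. When the labelled counts were scaled by the labelled reads of each library, 46.2% of the called entries were lower at day 7. That scaling centres the changes of each library, so a value near 50 would come from either cause. A library-wide change in labelling was thus not decided by this test, and it cannot be told apart from lower transcription of most genes.

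Other splits of the 12 DMSO libraries were made by permuting the days within each replicate letter, so that each group kept 1 library per letter, and 100 of 576 possible splits were drawn with the real one among them. In 1 of the 100 splits as many genes were called over the time course from total reads, and in 1 of the 100 splits from labelled reads. The highest numbers in other splits were 1818 and 1648 genes. Between adjacent days in labelled reads, 3, 4 and 2 of the 100 splits called as many genes for day 1 against day −2, day 3 against day 1 and day 7 against day 3. In total reads it was 1 of the 100 splits for each of these comparisons. The percent of called entries that were lower exists only for splits with calls, 7 at day 1, 5 at day 3 and 5 at day 7 with the real one among them. It was as high as the real one in 3 of these splits at each day, so these splits cannot tell the direction of the calls from noise. A split can keep libraries of day −2 together in one group while it mixes the later days. Its calls, also those between adjacent days, can then hold the real change and need not be noise. The highest values in other splits were 98.0, 98.0 and 98.3. As many entries called in both assays came from 1 of the 100 splits, and the next split had 535.

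With ML-792 the labelled share of the libraries was lower than in DMSO. Depth differed by at most a ratio of 0.823 between treatments at a day, which was not enough to account for it by the limit of 1.5 set for this test. Scaled by the labelled reads, 26 entries were lower at day 7 in place of 53, and entries higher rose to 21 from 3. A library-wide change in labelling and lower transcription with ML-792 cannot be told apart, and either may explain the lower share.

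The MA class was tested for background conversion in genes with rising total reads. With a background taken off the labelled counts it held 169 genes in place of 183, but the mean background taken off in DMSO was 0.220% of total reads at day −2 against 0.0485% at day 3 and 0.0739% at day 7. More was taken off at day −2 than at days 3 and 7, which favours a rise. The 169 genes alone therefore do not decide it. At day 7 the background was at most 0.0974% in a DMSO library. Of the MA genes that the paper names, *Adipoq* then had a labelled share of 0.403% ± 0.0247 and *Fabp4* 0.514% ± 0.0856. *Scd1* had 0.562% ± 0.0441, *Lipe* 0.594% ± 0.115, *Cebpa* 1.15% ± 0.201 and *Pparg* 1.61% ± 0.294 (SD, n = 3). These shares lie above that background. It was set at the 1st percentile of the observed shares, so most genes lie above it by construction. All 24 libraries were labelled, so none gives the conversion rate of unlabelled RNA. The comparison therefore does not decide background conversion for these genes. The rest of the class was not compared in this way. For the effect of ML-792 at day 7, the class of all MA genes of the time course was also set in each replicate from the other 2 replicates. The mean log2 difference was then -0.34, against -0.37 with classes from all replicates, but the genes were still called with all 3 replicates. With genes also called without the replicate measured, which left 98, 174 and 112 genes, it was -0.35, so choosing the genes from the same DMSO libraries does not account for it. Over all tested entries the median at that day was -0.37. Scaled by labelled reads, the difference over these genes was -0.082. That scaling shifts all genes of a library alike, so it does not part a change in labelling from lower transcription.

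The low median profile correlation of the 6 MA genes with an interaction was compared with the noise of single profiles. Not every gene was low, since *Scd1* had 0.951 and *G0s2* 0.967. The others ranged from -0.982 to 0.071. Single profiles of DMSO and ML-792 had a median correlation of -0.0214, and single DMSO profiles of different replicates one of 0.935. Noise of the single profiles is thus an unlikely explanation of the median. For *5730408K05Rik*, the lowest gene, single DMSO profiles correlated at 0.517, so noise is not excluded for it. The 6 genes were chosen for an interaction, so the low median is in part given by the choice.

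For the effect of ML-792 on the classes, 1 of the 100 splits had as small a lowest adjusted p as the real 7.7e-09 from limma, and the next was 1.6e-08. The genes were chosen by the interaction in the real split, so this comparison could hardly have come out otherwise. For the common targets, 1 of the 100 splits had a lowest adjusted p as small as the real 0.108 from limma, which is not under 0.05. The next split had 0.112. These splits swap treatments within pairs of the same day and letter.

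Within a day, 4 of the splits of the 6 libraries part every pair of the same letter, so no count of splits can go under 1 of 4. At day −2, 4 of the 4 splits gave as many labelled entries past the thresholds as the real split, which had 0 (75 entries had an unadjusted p under 0.05). At days 1, 3 and 7 it was 1 of the 4 splits each, with 43, 66 and 56 entries in the real split and 0 in each of the others. This favours the real split at those days, but with 4 splits the test cannot settle it, and at day −2 it had nothing to compare.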
